# Precise control of SCRaMbLE in synthetic haploid and diploid yeast

**DOI:** 10.1038/s41467-018-03084-4

**Published:** 2018-05-22

**Authors:** Bin Jia, Yi Wu, Bing-Zhi Li, Leslie A. Mitchell, Hong Liu, Shuo Pan, Juan Wang, Hao-Ran Zhang, Nan Jia, Bo Li, Michael Shen, Ze-Xiong Xie, Duo Liu, Ying-Xiu Cao, Xia Li, Xiao Zhou, Hao Qi, Jef D. Boeke, Ying-Jin Yuan

## Abstract

Compatibility between host cells and heterologous pathways is a challenge for constructing organisms with high productivity or gain of function. Designer yeast cells incorporating the Synthetic Chromosome Rearrangement and Modification by LoxP-mediated Evolution (SCRaMbLE) system provide a platform for generating genotype diversity. Here we construct a genetic AND gate to enable precise control of the SCRaMbLE method to generate synthetic haploid and diploid yeast with desired phenotypes. The yield of carotenoids is increased to 1.5-fold by SCRaMbLEing haploid strains and we determine that the deletion of *YEL013W* is responsible for the increase. Based on the SCRaMbLEing in diploid strains, we develop a strategy called Multiplex SCRaMbLE Iterative Cycling (MuSIC) to increase the production of carotenoids up to 38.8-fold through 5 iterative cycles of SCRaMbLE. This strategy is potentially a powerful tool for increasing the production of bio-based chemicals and for mining deep knowledge.

## Abstract (web summary)

The SCRaMbLE system integrated into Sc2.0’s synthetic yeast chromosome project allows rapid strain evolution. Here the authors use a genetic logic gate to control induction of recombination in a haploid and diploid yeast carrying synthetic chromosomes.

## Introduction

The strategy of engineering heterologous pathways within host microorganisms has been used to improve the production of high-added-value biomolecules such as pharmaceuticals^1^ and biofuels^2,3^. In general, incompatibility between the host cells and the heterologous pathway decreases productivity. Designer yeast cells incorporating the Synthetic Chromosome Rearrangement and Modification by LoxP-mediated Evolution (SCRaMbLE) system provide a platform for generating genotype diversity that can be followed by screening for advantageous organisms. The designer synthetic yeast chromosomes of Sc2.0 encode hundreds of loxPsym sites positioned downstream of non-essential genes and other major landmarks and thus are exquisitely sensitive to the expression of *Cre* recombinase. Previous studies have demonstrated that SCRaMbLEing the synthetic yeast chromosome generated genotype diversity including deletions, inversions, duplications, and other complex rearrangements^4–6^. Thus far, the synthetic yeast chromosomes synII, synIII, synV, synVI, synIXR, synX, and synXII have been fully synthesized and incorporated into *Saccharomyces cerevisiae* without major fitness defects^4,5,7–13^, offering an opportunity to generate tremendously diverse host yeast strains that can be screened for the production of high-added-value biomolecules^14^.

Precise control of the SCRaMbLE process is crucial for generating genotype diversity and organisms with specified advantages. Fusion of the estrogen-binding domain (EBD) to a variety of recombinases has been shown to confer ligand-dependent control of their activity^15^. *Cre-EBD* chimeras have been used to perform a wide range of ligand-dependent recombination reactions in mammalian cells and yeast^16,17^. Lindstrom and Gottschling^18^ designed pSCW11-Cre-EBD for the separation of mother and daughter cells. The pSCW11 promoter is a daughter-cell-specific promoter that produces a pulse of recombinase activity exactly once in each cell’s lifetime. In previous studies, SCRaMbLE was activated using a plasmid expressing pSCW11-Cre-EBD. However, growth defects in synthetic yeast containing the plasmid were observed in the absence of estradiol induction^4–6^, suggesting that potential leaky expression of *Cre* recombinase decreased the stability of the synthetic chromosome. The selection of cells that have lost *Cre* plasmids would ensure increased stability of the synthetic chromosomes at the cost of more repetitions and potentially decreased diversity of the SCRaMbLEd population of cells. Moreover, it would be difficult to perform iterative cycles of SCRaMbLE with plasmid loss between each cycle. Therefore, it is necessary to construct genetic switches for the tight regulation of *Cre* recombinase to extend SCRaMbLE to larger-scale applications. Cheng et al.^19^ characterized the galactose-driven *Cre-EBD* expression vector and showed that the EBD greatly reduced *Cre*-mediated recombination in the absence of ligand. Galactose-induced expression of the recombinase should result in rapid production of the target gene at levels comparable to those of the unaltered gene.

Here we construct a galactose-driven *Cre-EBD* as an AND gate in a genetic switch for the precise control of SCRaMbLEing synthetic haploid and diploid yeast. The AND gate combines transcriptional control and control of the cellular localization of *Cre-EBD*. We SCRaMbLE synV haploid yeast and synIII&V-bearing diploid yeast previously modified to carry a carotenoid-producing pathway. We develop Multiplex SCRaMbLE Iterative Cycling (MuSIC) to generate billions of combinatorial genomic rearrangement variants and increased their production continuously through iterative cycles of SCRaMbLE. We analyze SCRaMbLEd derivatives with improved carotenoid production by high-throughput sequencing and long-read sequencing, and we figure out the high-production phenotypes to the new genotypes.

## Results

### Design of AND gate switch for precise control of *Cre*

Diverse genotypes and phenotypes can be generated through SCRaMbLE (Supplementary Fig. 1). To precisely control SCRaMbLE in *S. cerevisiae*, the AND gate pCRE4 (pGal1-Cre-EBD-tCYC1) was used to regulate Cre activity (Fig. 1a and Supplementary Fig. 2). The pGAL1 promoter is a galactose-inducible promoter and is tightly repressed by glucose^20^. *Cre-EBD* is a fusion of *Cre* recombinase and an EBD^18^. The expression of pCRE4 was designed as an AND gate (Fig. 1a), requiring the simultaneous addition of galactose and estradiol for full activity. Theoretically, *Cre-EBD* is unfolded and retained in the cytoplasm by binding to the *Hsp90* chaperone in the absence of estradiol^21^. Leakiness of the activated *Cre-EBD* may delete essential genes in a synthetic chromosome and result in the loss of viability. To evaluate the leakiness of the two *Cre* switches, we compared the colony-formation activity of the synV yeast and synIII yeast containing the two *Cre* switches with that of the control (pRS413) in SC-His medium lacking both estradiol and galactose (Fig. 1a). Compared with the control, pCRE1 caused a subtle fitness defect in both the synV yeast and synIII yeast in the absence of estradiol, whereas pCRE4 had no observable effect on fitness. The subtle fitness defect in synV yeast containing pCRE1 might be due to small amounts of *Cre-EBD* escaping *Hsp90* binding and entering the nucleus. pGAL1-Cre-EBD was an improved switch for the precise control of SCRaMbLE, because together the transcriptional control of the pGAL1 promoter and the localization control of *Cre-EBD* regulated the *Cre* recombinase very effectively (Fig. 1b). To assess the AND gate performance of the pCRE4 switch, the synV yeasts containing pRS413 and pCRE4 were cultured under four conditions as follows: (1) SC-His glucose medium without estradiol, (2) SC-His glucose medium with 1 μM estradiol, (3) SGal-His medium without estradiol, and (4) SGal-His medium with 1 μM estradiol (Fig. 1c and Supplementary Fig. 3). When cells were cultivated in SC-His glucose medium, there was no significant difference between pCRE4 and the control, regardless of whether estradiol was present, possibly because the Gal1 promoter is tightly repressed by the presence of glucose. However, a difference in fitness was observed when the cells were cultured in SC-His galactose medium. The doubling time (DT) of the synV yeast was increased by 8.3% compared with that of the control. This increase may be because the *Gal1* promoter was highly induced with galactose and produced large amounts of *Cre-EBD*, small amounts of which escaped *Hsp90* binding and entered the nucleus. When both galactose and estradiol were added to the media, the DT of the synV yeast was increased to 10 h, 1.5-fold higher than that of the control. Much more *Cre-EBD* protein was shown to localize in the nucleus and rearrange the genome upon combined induction with galactose and estradiol.

**Fig. 1:**
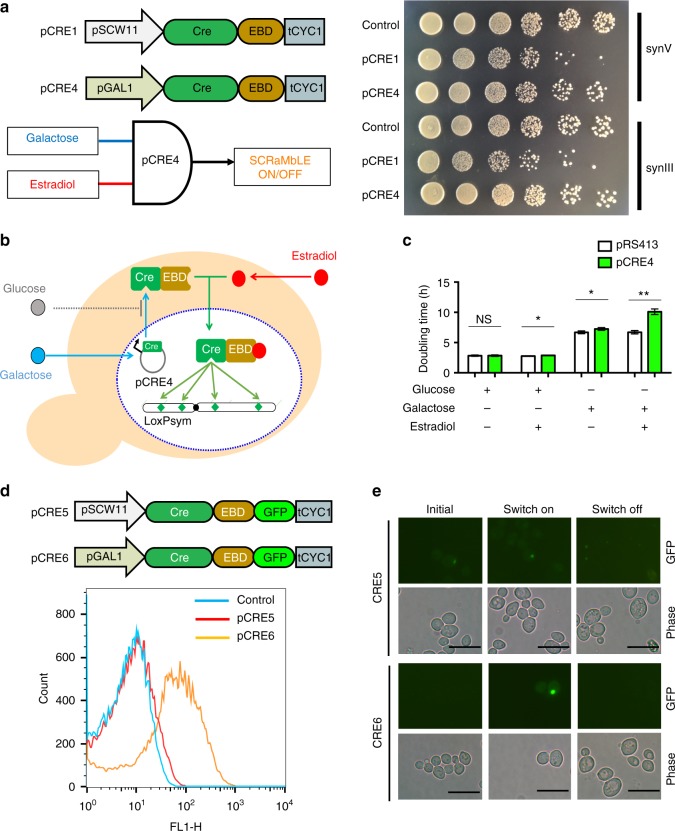
Design of the “AND gate” switch for precise control of SCRaMbLE. **a** Design of the AND gate for SCRaMbLE and fitness assays in synV yeast and synIII yeast, respectively. Activation of the “AND gate” pCRE4 required the input of galactose and estradiol simultaneously. Fitness assays of synV yeast and synIII yeast containing pCRE1, pCRE4, and control vector (pRS413) separately. Strain growth was assessed at 30 °C on SC-His medium. Shown here are 10-fold serial dilutions after 2 d growth. **b** Transcriptional regulation and cellular localization regulation of Cre recombinase for tight control of SCRaMbLE. pCRE4 was activated by induction with galactose and estradiol. **c** Comparison of the growth of synV strains containing pCRE4 and pRS413 under four conditions as follows: (1) SC-His glucose medium without estradiol, (2) SC-His glucose medium with 1 μM estradiol, (3) SGal-His galactose medium without estradiol, and (4) SGal-His galactose medium with 1 μM estradiol. (Student’s *t*-test; NS, not significant; *P ≤ 0.05, **P ≤ 0.001). Error bars represent SD from three independent experiments. **d** Flow-cytometric assay expression level of Cre-EBD fusing GFPmut3b (488 nm excitation, 520 nm emission). Blue curves show fluorescence measurement of cells containing plasmids pRS413 incubated in SC-His glucose medium. Red curves show fluorescence measurement of cells containing plasmids pCRE5 incubated in SC-His glucose medium with 1 μM estradiol. Orange curves show fluorescence measurement of cells containing plasmids pCRE6 in SGal-His medium with 1 μM estradiol. **e** The “switch on” media for CRE5 and CRE6 were SC-His medium containing 1 µM estradiol and SGal-His medium containing 1 µM estradiol, respectively. The “initial state” and the “switch off” media were SC-His medium. The GFP fluorescence of the cells were imaged from this cell lawn using a fluorescence microscope (Olympus CX41). Scale bars, 10 µm

To study the expression strength of the two *Cre* switches, we constructed the pCRE5 (pSCW11-Cre-EBD-GFP-tCYC1) and pCRE6 (pGAL1-Cre-EBD-GFP-tCYC1) plasmids (Supplementary Fig. 4). Single-cell flow cytometric measurements of green fluorescent protein (GFP) (gfpmut3b) were also used to monitor the expression state of this control system (Fig. 1d). Low *GFP* expression values were observed for cell population containing pCRE5. Compared with pCRE5, cell population containing pCRE6 exhibited a dramatic increase in Cre-EBD-GFP expression, suggesting that the *GAL1* promoter provided a higher expression level than the *SCW11* promoter. Fig 1e displays GFP fluorescence in the cells. Low fluorescence levels were observed for pCRE5 in all three states. For pCRE6, no fluorescence was observed in the initial state and the switched-off state, whereas the strong emission from the switched-on state was clearly visible. In contrast to the *SCW11* promotor, which is activated only once in the daughter cells, the *Gal1* promoter results in constitutive expression in both mother and daughter cells in galactose cultures. Thus, the *Gal1* promoter potentially caused more cells to be SCRaMbLEd than the *SCW11* promotor by involving all the mother cells in SCRaMbLE.

### SCRaMbLEing the synV haploid yeast

In yeast, acetyl-coA originates from glucose through the glycolytic pathway (Fig. 2a). The mevalonate (MVA) pathway converts acetyl-coA to farnesyl pyrophosphate (FPP; C15) through nine steps^22–26^. The heterologous carotenoid synthesis pathway consists of three genes, *crtE, crtI*, and *crtYB*^27,28^. Theoretically, SCRaMbLE generates diverse carotenoid phenotypes by genome rearrangement. As shown in Fig. 2b, we integrated the carotenoid pathway along with a Leu2 marker into the *YEL063C*/*CAN1* locus in synV to generate the yeast strain yJBH000. This integration of the carotenoid pathway into the *CAN1* locus had two advantages. First, *CAN1* is an endogenous genomic negative selectable marker and the use of medium containing canavanine can select for the disruption of *CAN1* to verify the carotenoid pathway integration. As shown in Supplementary Fig. 5, the SC-Canavanine plate was used to select for carotenoid pathway integration. The colonies of synV haploid yeast with carotenoid pathway integration were orange, whereas no colonies appeared in the control group. Second, both *YEL063C* and *YEL062W* are non-essential genes that lie between two adjacent loxPsym sites. This unit can thus be freely deleted and duplicated without concern about linkage with other essential genes. This strategy allows the production of carotenoids, which leads to colored cells due to compound accumulation, for use in estimating the efficiency of SCRaMbLE.

**Fig. 2:**
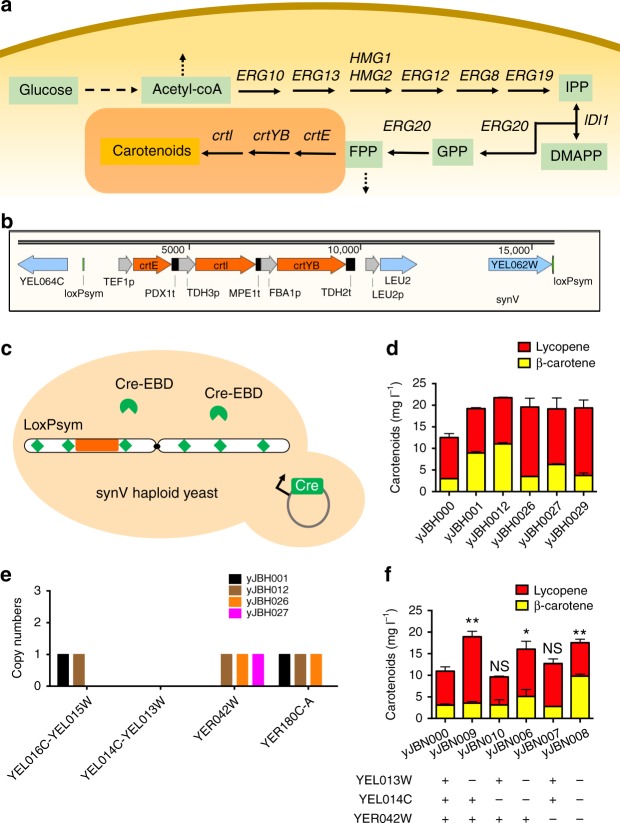
SCRaMbLEing synV haploid yeast with integrated carotenoid pathway. **a** MVA pathway in yeast and the carotenoid synthesis pathway. **b** The carotenoid pathway was integrated into the YEL063C/CAN1 site of the synV yeast. **c** The synV haploid yeast cells containing pCRE4 were induced to SCRaMbLE. Single colonies were cultured in 5 ml of SC-His overnight and then re-inoculated to an OD600 of 1.0 in 2% galactose SGal-His medium containing 1 µM estradiol for 8 h. **d** HPLC analysis of extracted carotenoids from cultures of five selected strains. **e** Deep-sequencing analysis of yJBH001, yJBH012, yJBH026, and yJBH027. Deletions of YEL014C-YEL013W were observed in synV of all the four haploid strains. **f** Reconfirmation of genome structural variation. yJBN000 is the control. yJBN006 is the YEL014C-YEL013W deletion of yJBH000. yJBN007 is the YER042W deletion of yJBH000. yJBN008 is the double deletion of YEL014C-YEL013W and YER042W in yJBH000. (Student’s *t*-test; NS, not significant; *P < 0.05, **P < 0.001). In **d**, **f**, error bars represent SD from three independent experiments

Our AND gate switch was first applied to SCRaMbLE in the strain yJBH000 (Fig. 2c). A schematic diagram of SCRaMbLE is shown in Supplementary Fig. 6. To assay the relationships of colonies colors with the carotenoid production, five scrambled colonies exhibited different colors were inoculated on SC-His glucose medium and then dropped on an SC-His glucose agar plate at 30 °C for 48 h. These five colonies were also performed fermentation experiments. The extraction and high-performance liquid chromatography (HPLC) analysis of carotenoid production are detailed in the Methods section. As shown in Supplementary Fig. 7, the five colonies with darkest color produced the highest carotenoids yield compared with other colonies of lighter color. It is indicated the color-base screen method can be used for high-throughput screening from the SCRaMbLE library. As shown in Fig. 2d, the carotenoid production of yJBH000 was 12.53 mg l^−1^ and the carotenoid production of five SCRaMbLEd haploid strains (yJBH001, yJBH012, yJBH026, yJBH027, and yJBH029) was increased to 19.22, 21.76, 19.59, 19.15, and 19.38 mg l^−1^, respectively. The SCRaMbLEd haploid strains increased the carotenoid yield 1.53- to 1.74-fold compared with the non-SCRaMbLEd parent strain.

To determine the genomic structural variation in haploids  caused by SCRaMbLE, we deep sequenced yJBH001, yJBH012, yJBH026, and yJBH027, and aligned^29^ the reads to chromosome synV. As shown in Fig. 2e and Supplementary Fig. 8, two deletions (*YEL014C-YEL013W* and *YER042W*) were observed in yJBH001. The *YEL014C-YEL013W* deletion was observed in yJBH012 and the *YEL016C-YEL013W* deletion was observed in yJBH026. Two deletions (*YEL016C-YEL013W* and *YER180C-A*) were observed in yJBH027. Long-read sequencing analysis of synV in yJBH001 showed the same two deletions without any inversions or translocations (Supplementary Fig. 9).

Interestingly, a common deletion (*YEL013W-YEL014C*) was observed in all four haploids. This finding strongly suggested that the *YEL013W-YEL014C* deletion is responsible for the improvement in carotenoid production. To analyze the effects of the two deletions on carotenoid yield, *YEL013W*, *YEL014C*, *YEL014C-YEL013W*, and *YER042W* were deleted from the control cells with a *His3* marker. The resulting strains were named yJBN009, yJBN010, yJBN006, and yJBN007, respectively. The strain yJBN008 was made from yJBH000 through the deletion of both *YEL014C-YEL013W* and *YER042W* with a *His3* marker and a *KanMX* marker, respectively. The strain yJBN000 was constructed from yJBH000 with a His marker integrated into the *his3Δ1* locus. Compared with yJBN000, the carotenoid production levels of yJBN009, yJBN006, and yJBN008 were increased significantly, whereas those of yJBN010 and yJBN007 were not increased (Fig. 2f). The β-carotene percentage in yJBN008 was higher than that in yJBN009 and yJBN006. These results indicate that the *YEL013W* deletion increased carotenoid production, whereas the *YEL014C* deletion had no effect on carotenoid production. The deletion of *YER042W* increased the β-carotene percentage of carotenoid production in combination with the *YEL013W* deletion.

Transcriptome analyses of SCRaMbLE mutants were performed to assay the impact of SCRaMbLE (Supplementary Fig. 10). 

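RNA-seq was performed on 3 cultures of yJBH000, the haploid synV strain that carries the carotenoid pathway, and on 3 cultures of yJBH012, a haploid strain obtained from it by SCRaMbLE. The paper gives growth in YPD medium to an OD600 of ~3.0, while the sample labels give 12 h of flask culture at 30 °C. The labels call the groups H0 and S3, and these were taken as yJBH000 and yJBH012, the only strains whose transcriptomes the paper's text describes. The authors deposited the number of reads counted on each gene, without normalization, and the FPKM of each gene, a count divided by gene length and library total. The paper's text does not name the aligner, the counting program, the genome build or the use of strand. The libraries of yJBH000 held between 23340054 and 25333938 counts with a median of 23877727, and those of yJBH012 held between 17675299 and 21568860 with a median of 18758020. Of the 6442 genes listed, 6436 matched the gene table of the R64 assembly, which was used for names and gene order, and 6243 had at least 1 count. The 20 genes with the most counts took 10.8% ± 0.26 of the counts (SD, n = 3) in yJBH000 and 15.0% ± 0.37 (SD, n = 3) in yJBH012. Library sizes were therefore adjusted by the TMM method of edgeR, whose factors ranged from 0.885 to 1.14, and the adjusted counts are given as CPM, counts scaled to one library total. The strains were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 5904 genes that passed its filter on low counts. Genes on the deleted segment were examined first, as a check of the labels. VAC8 (YEL013W) had 2216 to 2532 counts in the libraries of yJBH000 and 0, 0 and 1 in those of yJBH012, so that its level of 88.6 ± 4.04 CPM (SD, n = 3) in yJBH000 was at least 505-fold lower in yJBH012. YEL014C, its neighbour on chromosome V, had 82 to 84 counts in yJBH000 and 0 in every yJBH012 library, which is at least 17.4-fold lower. These were the only genes, of the 5762 with at least 20 counts in every yJBH000 library, that stood at or under 3 counts in every yJBH012 library, and 0 of 5752 genes did so in the opposite direction. Such limits cover counting error only. The genes YEL016C (NPP2), YEL015W (EDC3), YER042W (MXR1) and YER180C-A (SLO1), which Fig. 2e shows as present in yJBH012, were counted in all 6 libraries, with log2 fold changes of -0.14, 0.58, 0.62 and -0.86. Counts of URA3 and MET17 were 0 throughout. CAN1 (YEL063C), where the pathway was integrated, was counted in both strains at log2 fold change 0.42, while its neighbours NPR2 (YEL062W) and AVT2 (YEL064C) stood at -0.36 and -0.32. The marker gene HIS3 was higher by a log2 fold change of 0.59, and LEU2 differed by 0.10, which did not pass the test (adjusted p = 0.151, quasi-likelihood test with Benjamini-Hochberg adjustment; higher in yJBH012 in 3 of 3 libraries).

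**Figure D1:**
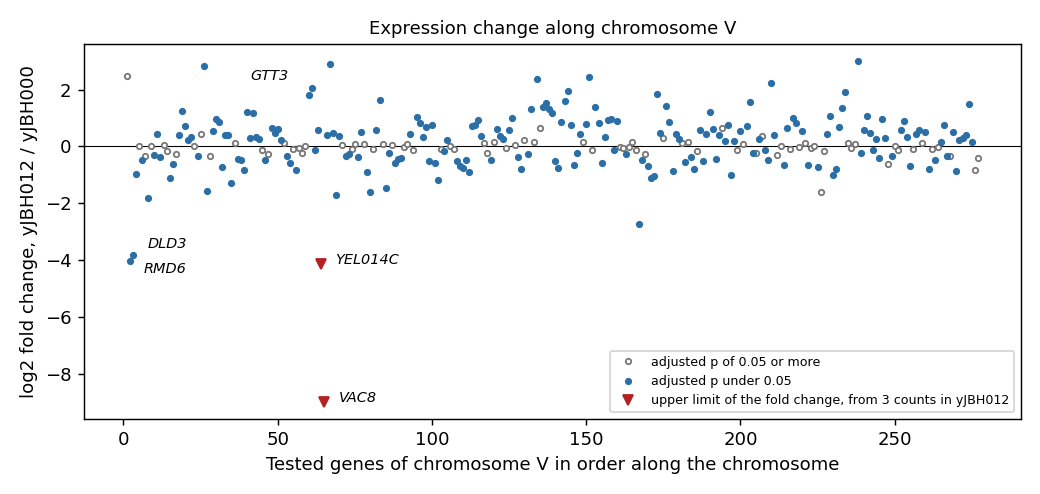
Log2 fold change of yJBH012 over yJBH000 (vertical axis) for each tested gene of chromosome V in its order along the chromosome (horizontal axis), with filled points for an adjusted p under 0.05 and open points for the others. Triangles mark VAC8 and YEL014C at the upper limit that 3 counts allow, at least 505-fold and 17.4-fold lower, and RMD6 and DLD3 lie at -4.01 and -3.84 near the left end.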

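Across the tested genes, log2 CPM correlated between libraries of one strain with Pearson r from 0.987 to 0.995 and between libraries of different strains with r from 0.917 to 0.926, a correlation across genes, which are not independent replicates. The lowest r within yJBH000 was 0.987 and within yJBH012 0.994. Over genes with a mean of at least 100 counts, the highest r between strains was 0.895, the largest shift among the alternatives. The first principal component held 87.3% of the variance and placed the libraries of yJBH000 between -32.7 and -30.4 and those of yJBH012 between 31.2 and 31.7. The second held 6.06% and set replicate 1 of yJBH000, at 16.4, apart from replicates 2 and 3, at -7.53 and -9.33. At any fold change, 2022 genes were higher and 2138 lower in yJBH012 with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 70.5% of the genes tested. For 4459 genes, or 75.5%, all 3 libraries of one strain lay above all 3 of the other, where chance gives 10%. The median log2 fold change of all genes was -0.01. The biological coefficient of variation, the relative spread between replicates beyond counting error, was 0.0995 across genes. An exact permutation test of 3 libraries against 3 cannot fall below p = 0.1 (two-sided), so the p-values of single genes come from the model across all genes.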

The yJBH012 had an obviously different pattern of global transcription as compared with the control yJBH000. 

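With a log2 fold change beyond 1 and an adjusted p under 0.05, 630 genes were higher and 294 were lower in yJBH012 (quasi-likelihood test, Benjamini-Hochberg adjustment). By the log2 fold change alone, 637 genes were above 1 and 302 below -1. The number of higher genes moved most when the test itself was made against a 2-fold change (glmTreat), which left 378 higher and 141 lower genes, and the number of lower genes moved most on the log2(FPKM + 0.1) scale, to 747. The split between the directions depended on the scaling. Of the genes passing both limits, 68.2% were higher with TMM factors, 34.5% when only the total count of each library was used, and 37.5% with log2(FPKM + 1). Total-count scaling moved the median of all genes to -0.35, and relative to that median 635 genes were higher and 286 lower. Among genes with a mean log2 CPM of at least 4 and no overlap between the strains, the 5 largest increases were those of the transcription factor gene MGA1 at log2 fold change 4.90 (standard error 0.12), the hexose transporter genes HXT6 at 4.42 (0.38) and HXT1 at 4.17 (0.10), the proton pump gene PMA2 at 4.24 (0.13) and HSP30 at 3.99 (0.36). HXT6 shares 99.8% of its aligned sequence with HXT7, PMA2 84.5% with PMA1 and HXT1 84.6% with HXT3, so their counts could include reads of these relatives. Apart from the deleted VAC8, the largest decreases were those of YPR078C at -4.30 (0.18), DLD3 at -3.84 (0.12), CDC6 at -3.76 (0.10) and HLR1 at -3.28 (0.10).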

The upregulation of 589 genes and downregulation of 236 genes were observed in this analysis (Log2FoldChange > 1-fold). Enrichment analysis of transcriptomics was used to identify differentially transcribed genes with known functions involved in KEGG pathways (Supplementary Table 1). 

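A list of 23 enzymes, mostly from hexose phosphorylation to pyruvate and ethanol, was written before the data were examined. It shares genes with the 8 glycolysis genes that the study picked from these same libraries, so its test is not independent of them. Its median log2 fold change in yJBH012 was 1.01 relative to all genes. Of the 23 genes, 22 were higher and PDC5 was lower (-0.52, standard error 0.11), and all 23 passed an adjusted p of 0.05 both over all genes and adjusted over the list alone. The difference exceeded 2-fold for 12 of them. PDC5 was singled out after its value was seen. The set test camera, with a preset correlation between genes of 0.01, gave an adjusted p of 9.93e-07 over the 12 lists tested (Benjamini-Hochberg adjustment; the median of the list was higher in 3 of 3 yJBH012 libraries than in every yJBH000 library). The rotation test fry gave an adjusted p of 7.94e-05. The alternative that moved this result most was a correlation estimated from the libraries, under which the adjusted p was 0.310 and 0 of the 12 lists passed (1 passed at an unadjusted p under 0.05). Over all alternatives the adjusted p ran from 1.39e-09 to 0.310 and the relative median from 0.95 to 1.06. Groupings that mixed the strains, 3 libraries against 3, gave up to 9 lists past camera, against 4 for the strains. Each mixed grouping keeps part of the strain difference, so these numbers neither set the strains apart nor show what chance alone gives. With total-count or FPKM scaling, 21 of the 23 genes were higher. These enzymes took 6.78% ± 0.40 of all counts (SD, n = 3) in yJBH000 and 13.0% ± 0.52 (SD, n = 3) in yJBH012. Against 10000 random lists of genes matched on mean expression, whose medians centred on 0.72, the list lay at the 92.6th percentile. These random lists could draw other groups that were higher, such as the cytosolic ribosomal protein genes.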

Several genes involved in the glycolysis pathway were affected in the mutants. The upregulation of *PGM2*, *FBA1*, *TDH1*, *TDH2*, *PGK1*, *ENO1*, *CDC19*, and *PDC1* increased the biosynthesis of acetyl-coA from glucose, which provided sufficient precursor for the MVA pathway^30–32^. 

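PGM2 (YMR105C, phosphoglucomutase) rose from 274 ± 114 to 1674 ± 167 CPM (SD, n = 3 per strain), a log2 fold change of 2.61 with a standard error of 0.28 (adjusted p = 1.12e-04, quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 3 of 3 libraries). Its spread within yJBH000 came from replicate 1, and without that library its log2 fold change was 3.00. FBA1 (YKL060C, aldolase) rose from 6548 ± 815 to 17399 ± 525 CPM, with a log2 fold change of 1.41 (standard error 0.12). TDH1 (YJL052W) and TDH2 (YJR009C), which encode glyceraldehyde-3-phosphate dehydrogenase, had log2 fold changes of 1.65 (standard error 0.14) and 1.00 (standard error 0.10). PGK1 (YCR012W, phosphoglycerate kinase) rose by a log2 fold change of 1.53 and CDC19 (YAL038W, pyruvate kinase) by 1.29, each with a standard error of 0.11. ENO1 (YGR254W, enolase) rose from 1759 ± 151 to 11103 ± 547 CPM, a log2 fold change of 2.66 (standard error 0.11, adjusted p = 2.58e-06 from the same test with Benjamini-Hochberg adjustment; higher in 3 of 3 libraries). PDC1 (YLR044C, pyruvate decarboxylase) had a log2 fold change of 1.54 (standard error 0.10). The largest adjusted p among the 8 genes was that of PGM2, and all 8 also passed when adjusted over the list alone, which is not independent evidence because the study picked these genes from the same libraries. TDH2 fell below a log2 fold change of 1 with total-count scaling and every FPKM setting (0.67 in each), with upper quartile factors (0.97), with the trend with gene length removed (0.98) and without replicate 1 of yJBH000 (0.92) or replicate 3 of yJBH012 (0.96). CDC19 fell to 0.96 with total-count scaling and every FPKM setting. Reads of close relatives could be divided differently by the authors' counting. TDH2 shares 95.8% of its aligned sequence with TDH3 and 90.3% with TDH1, ENO1 shares 94.9% with ENO2, PDC1 87.7% with PDC5, and PGM2 74.0% with PGM1. Of these relatives, TDH3 had a log2 fold change of 1.25 and ENO2 of 0.86, both named after their values were seen. No such relative was found for FBA1 or CDC19.

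**Figure D2:**
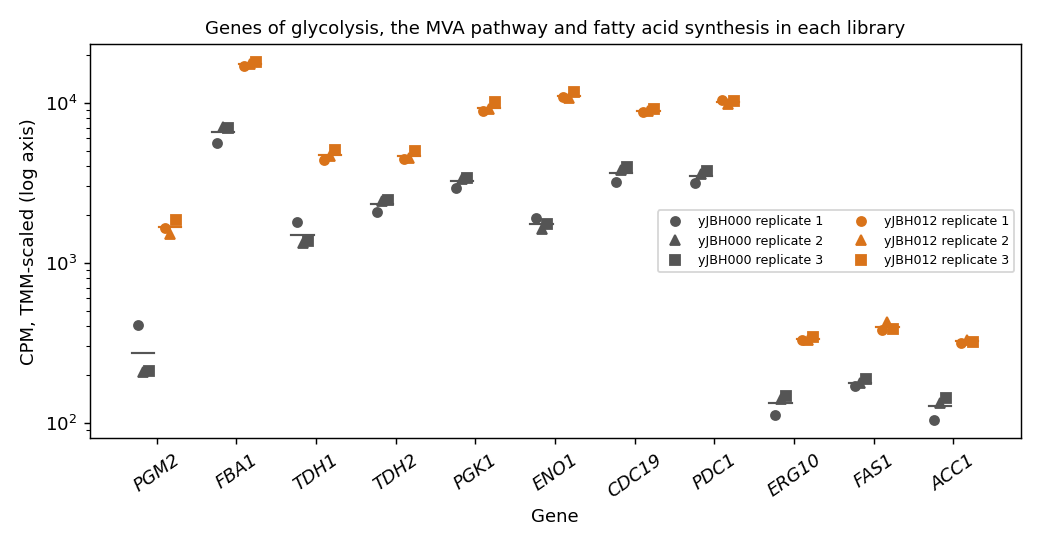
CPM on a log scale (vertical axis) in each of the 3 libraries of yJBH000 and the 3 of yJBH012 (points) for the genes the paper names as upregulated (horizontal axis), with lines at the mean of each strain. For all 11 genes, ERG10, FAS1 and ACC1 included, every yJBH012 library lies above every yJBH000 library.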

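ERG10 (YPL028W), which encodes the acetyl-CoA acetyltransferase that opens the MVA pathway, rose from 134 ± 19.0 CPM (SD, n = 3) in yJBH000 to 334 ± 9.93 CPM (SD, n = 3) in yJBH012. Its log2 fold change was 1.32 with a standard error of 0.10 (adjusted p = 2.99e-05, quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 3 of 3 libraries). The value stayed between 1.21 and 1.40 when each library was left out in turn and was 0.99 with total-count scaling. The other genes of the pathway shown in Fig. 2a went both ways. HMG1 was higher by a log2 fold change of 0.66, HMG2 by 0.45 and IDI1 by 0.39, and ERG8 differed by 0.11, which did not pass the test (adjusted p = 0.133 with the same adjustment; higher in 3 of 3 libraries). ERG13 fell by 0.25, ERG20 by 0.26, ERG12 by 0.42 and ERG19 (listed as MVD1) by 1.01 on the log2 scale. With total-count scaling HMG2 and IDI1 no longer passed the test, while ERG8 turned to -0.22 and passed it as a decrease. ERG13 had an adjusted p above 0.05 in every fit that left out 1 library except the one without replicate 1 of yJBH000. HMG1 and HMG2 share 81.7% of their aligned sequence. As a list, the 9 genes had a median of 0.12 relative to all genes, with 5 higher and 4 lower (camera, Benjamini-Hochberg adjusted p = 0.882).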

In terpenoid backbone biosynthesis, the gene *ERG10* were upregulated in the SCRaMbLEed mutants, suggesting increased flux of the MVA pathway^26,33^. 

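FAS1 (YKL182W), the beta subunit of fatty acid synthase, rose from 178 ± 9.06 CPM (SD, n = 3) in yJBH000 to 399 ± 26.8 CPM (SD, n = 3) in yJBH012, a log2 fold change of 1.16 with a standard error of 0.07 (adjusted p = 1.10e-05, quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 3 of 3 libraries). ACC1 (YNR016C), acetyl-CoA carboxylase, went from 127 ± 20.4 to 323 ± 6.10 CPM (SD, n = 3 each), which is a log2 fold change of 1.35 with a standard error of 0.11 (adjusted p = 4.02e-05 with the same adjustment; higher in 3 of 3 libraries). ACC1 shares 72.4% of its aligned sequence with HFA1, and no similar gene was found for FAS1. FAS1 fell below a log2 fold change of 1 with total-count scaling (0.83), with log2(FPKM + 1) (0.81), with log2(FPKM + 0.1) (0.82) and with the trend with gene length removed (0.98), and ACC1 with log2(FPKM + 1) (0.99). FAS2, which encodes the alpha subunit of the synthase and was added to the list in advance, had a smaller log2 fold change of 0.54 (standard error 0.11) that no longer passed the test with total-count scaling (0.21). The 3 genes together lay 1.17 above all genes, and camera gave this list a Benjamini-Hochberg adjusted p of 0.0697 with all 3 genes higher. Under fry its adjusted p was 0.00132, and over all alternatives it ran from 0.00132 to 0.720.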

As hydrophobic carotenoids accumulate in the lipid bodies of the cell, the upregulation of *FAS1* and *ACC1* increased the fatty acid biosynthesis, which increased cell storage capacity of hydrophobic carotenoids^34,35^. It is indicated that transcription modification of those genes are responsible for the improvement of carotenoids production.

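All 11 genes named as upregulated had every yJBH012 library above every yJBH000 library. Of 23 alternative settings, 22 gave all 11 an adjusted p under 0.05 with the same direction, and 13 of these also kept every log2 fold change above 1. The remaining setting, which left out the 20 genes with the most counts, tested 5 of the 11, and all 5 were higher. The paper states that the higher transcription of the glycolysis genes increased the synthesis of acetyl-CoA as precursor for the MVA pathway. From ERG10 it proposes an increased flux of that pathway, and it states that FAS1 and ACC1 raised the capacity to store carotenoids in lipid bodies. From these genes together it proposes that the changed transcription is responsible for the improvement of carotenoid production.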

### SCRaMbLEing synIII&V diploid yeast

As loxPsym sites are positioned downstream of non-essential genes, the deletion of large fragments containing essential genes in haploid yeast can result in loss of viability, potentially decreasing the diversity generated by SCRaMbLE. To overcome this challenge, diploids containing one copy of wild-type chrIII and chrV, as well as one copy of synIII and synV were SCRaMbLEd. This strategy allows the essential alleles in the wild-type chromosomes to remain intact. As shown in Fig. 3a, the synIII&V diploids were generated by mating synV yeast (*MAT a*) containing the carotenoid pathway with synIII yeast (*MAT α*). Multiple synthetic chromosomes will potentially increase the diversity of recombination events. As shown in Fig. 3b, five SCRaMbLEd strains exhibiting darker coloration were cultured and the carotenoids produced were extracted for quantification. The carotenoid production of the non-SCRaMbLEd strain yJBD000 was 0.96 mg l^−1^. Five diploids exhibiting darker coloration (yJBD001 to yJBD005) produced 6.57, 7.52, 6.06, 8.38, and 6.66 mg l^−1^ carotenoids, respectively. The SCRaMbLEd diploids increased the carotenoid production 6.29- to 7.81-fold compared with the control diploid. This result suggests that SCRaMbLEing diploid yeast can be used to increase the productivity of carotenoids.

**Fig. 3:**
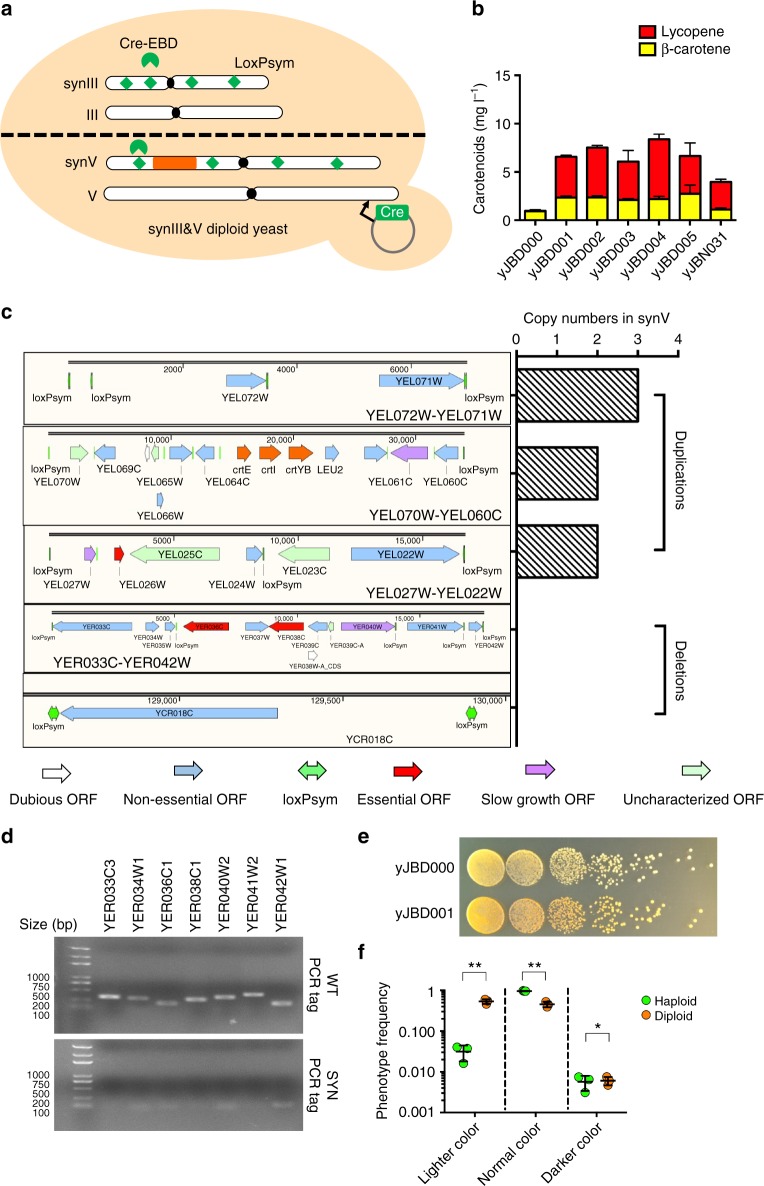
SCRaMbLEing synIII&V diploid yeast. **a** The synIII&V diploid yeast cells containing the pCRE4 were induced to SCRaMbLE. The synIII&V diploid yeast were generated by mating synV haploid yeast (*MAT a*) and synIII yeast (*MAT α*). **b** Quantification of extracted carotenoids from fermentation culture of strains. **c** Sequence analysis of yJBD001. Three duplications (YEL072W-YEL071W, YEL070W-YEL060C, and YEL027W-YEL022W) and two deletions (YER033C-YER042W and YCR018C) were observed in the diploid yeast yJBD001. YEL070W-YEL060C contains the carotenoid pathway. **d** YER033C-YEL042W PCRTag analysis. The absence of synV YER033C-YEL042W and the presence of native wtV YER033C-YEL042W was verified by the amplification of synthetic PCRTags (SYN) compared with that of wild-type PCRTags (WT). **e** Fitness assays of JSD3 strains compared with synIII&V diploid yeast. **f** Phenotype of diploid SCRaMbLE compared with that of haploid. The lighter color indicates SCRaMbLEd cells with a negative phenotype, including white colonies generated by deletion of the chromosome fragment containing the carotenoid pathway. The normal color indicates synthetic chromosomes with no rearrangement or no relevant rearrangement. The darker color indicates SCRaMbLEd cells with a positive phenotype. Bars are the mean of three biological replicates and error bars are the SD. (Student’s *t*-test; *P < 0.05, **P < 0.001)

Deep sequencing was performed to identify the SCRaMbLE events that occurred in the diploid strains and revealed three duplications (*YEL072W-YEL071W*, *YEL070W-YEL060C*, and *YEL027W-YEL022W*) and two deletions (*YER033C-YER042W* and *YCR018C*) in the diploid yeast yJBD001 (Fig. 3c and Supplementary Fig. 12). YER033C-YER042W is a 17.6 kb region containing two essential genes and seven non-essential genes. The absence of the synV *YER033C-YEL042W* segment and presence of the native wild-type chromosome V (V) *YER033C-YEL042W* segment was verified by the amplification of synthetic PCRTags (SYN) compared with wild-type PCRTags (WT) (Fig. 3d). Fitness assays comparing the yJBD001 strain with the synIII&V diploid yeast demonstrated that the deletion of the essential genes *YER036C* and *YER038C* did not result in a loss of viability (Fig. 3e). The *YEL072W-YEL071W* segment (7 kb) was increased to three copies, whereas the *YEL070W-YEL060C* segment (34 kb) and the *YEL027W-YEL022W* segment (16.7 kb) were increased to two copies. *YEL070W-YEL060C* is a 34 kb segment containing the carotenoid pathway; thus, the carotenoid pathway was duplicated by SCRaMbLE to produce two copies. The DNA copy numbers of the carotenoid pathway in the five improved diploids selected (yJBD001 to yJBD005) were assayed through quantitative PCR (qPCR) and the results showed this pathway duplication in four of the five diploids (Supplementary Fig. 13). This result suggests that duplication of the carotenoid pathway is very important for increasing the carotenoid production. To assay the effect of carotenoid pathway duplication, one carotenoid pathway was integrated into the *CAN1* locus of the synIII haploid yeast (*MAT α*), which was then mated with yJBH000 (*MAT a*) to generate a new diploid (yJBN031) containing two copies of the carotenoid pathway. The carotenoid production of yJBN031 was increased 4.2-fold compared with that of yJBD000, but remained lower than that of yJBD001 (Fig. 3b). This result indicated that some other SCRaMbLE events coordinate with the carotenoid pathway duplication to improve carotenoid production.

To analyze the frequency of various SCRaMbLEd phenotypes, we divided the colony phenotypes into three visual categories: lighter-colored colonies, normal-colored colonies, and darker-colored colonies. The lighter-colored colonies likely displayed lower carotenoid productivity as a result of SCRaMbLE. In particular, white colonies were generated by deletion of the chromosome fragments containing enzymes in the carotenoid pathway (Supplementary Fig. 11). Normal-colored colonies potentially indicated either a lack of rearrangements or SCRaMbLE events with no correlation to carotenoid productivity. Darker-colored colonies indicated SCRaMbLE events resulting in higher carotenoid production. As shown in Fig. 3f, the phenotype frequencies of lighter-, normal-, and darker-colored post-SCRaMbLE haploid colonies were 3.14%, 96.6%, and 0.526%, respectively. The frequencies of lighter, normal and darker colored post-SCRaMbLE diploid colonies were 53.8%, 45.5%, and 0.61%, respectively. It is possible that the deletion of essential and non-essential genes in haploids and diploids occur at equal frequencies. The deletion of essential genes in SCRaMbLEd chromosomes harbored in diploid strains could be tolerated without an obvious loss of viability. However, the deletion of essential genes in haploid strains is lethal and thus potentially decreased the frequencies of lighter- and darker-colored haploid colonies.

To analyze the genotype of yJBD001 more precisely, the tetrads of yJBD001 were dissected onto permissive agar plates^36^ (Fig. 4a). Only one or two spores were observed to survive in each tetrad of yJBD001. The spores with synV in which *YER033C-YEL042W* was deleted most likely did not survive when dissected. Some of the spores were observed to become red or darker. The phenotypes of all spores were divided into three categories relative to yJBH000: white-colored spores, normal-colored spores, and darker-colored spores. We picked a darker-colored spore (yJBS001) and a normal-colored spore (yJBS003) to assay the production yield of carotenoids. As shown in Supplementary Fig. 14, the yields for yJBH000, yJBS001, and yJBS003 were 12.38, 33.46, and 15.38 mg l^−1^, respectively. These results suggest that the main rearrangements responsible for increasing the carotenoid production yield of yJBD001 were segregated into yJBS001. To identify the rearrangement events, we used deep sequencing and long-read sequencing to analyze the genome of yJBS001. First, larger DNA segment crossing-over events were observed in both synV and synIII of yJBS001 (Fig. 4b and Supplementary Fig. 15). The segment containing *YCR018C-YCR098C* (168 kb) in synIII was exchanged with the segment containing *YCR018C-YCR098C* in the wild-type chromosome III. In addition, the segment containing *YER032W-YER139C* (225 kb) in synV was exchanged with the segment containing *YER032W-YER139C* in wild-type V, which was responsible for the survival of the spores containing the main synV. The chromosomal crossing-over events between homologous SCRaMbLEd synthetic chromosomes and wild-type chromosomes resulted in recombinant chromosomes, which further increased the genomic diversity. Second, three inversions were observed though long-read sequencing (Fig. 4c and Supplementary Fig. 16). *YEL059W-YEL022W* was a large segment (73 kb) of inversion in synV, whereas *YCR007C* and *YCR008W* underwent inversion independently even though they were adjacent in synIII. Lastly, four duplications of DNA segments in synV were observed in the haploid spore yJBS001 (Supplementary Fig. 15). The *YEL072W-YEL071W* segment, the YEL070W-YEL060C segment, and the *YEL027W-YEL022W* segment were increased to 3, 2, and 2 copies, respectively, which are the same as the numbers in yJBD001. The *YER043C-YER044W* segment (3 kb) was likewise increased to two copies. To assess these duplications in the spore (yJBS001) and the diploid (yJBD001), we used qPCR to analyze the DNA copy numbers of four genes (*YEL071W*, *CrtE*, *YEL022W*, and *YER043C*) that were representative of the duplicated segments (Fig. 4e). For yJBS001, the fold change in the copy numbers of the *YEL072W-YEL071W*, *YEL070W-YEL060C*, *YEL027W-YEL022W*, and *YER043C-YER044W* segments were nearly the same whether assessed with qPCR or whole genome sequencing, using yJBH000 as the control. However, for yJBD001, the fold change in the copy numbers of the *YEL072W-YEL071W*, *YEL070W-YEL060C*, *YEL027W-YEL022W*, and *YER043C-YER044W* segments were 2:1, 2:1, 1.5:1, and 1:1, respectively, using yJBD000 as the control. The carotenoid pathway was increased to two copies along with the synthetic segment *YEL070W-YEL060C*, and the total copy numbers of the *YEL072W-YEL071W* and *YEL027W-YEL022W* segments were 4 and 3, respectively. The crossing-over segment (*YER032W-YER139C*) contains the *YER043C-YER044C* and *YER033C-YER042W* segments, suggesting that the *YER043C-YER044C* segment was translocated to another locus outside the crossing-over segment (*YER032W-YER139C*).

**Fig. 4:**
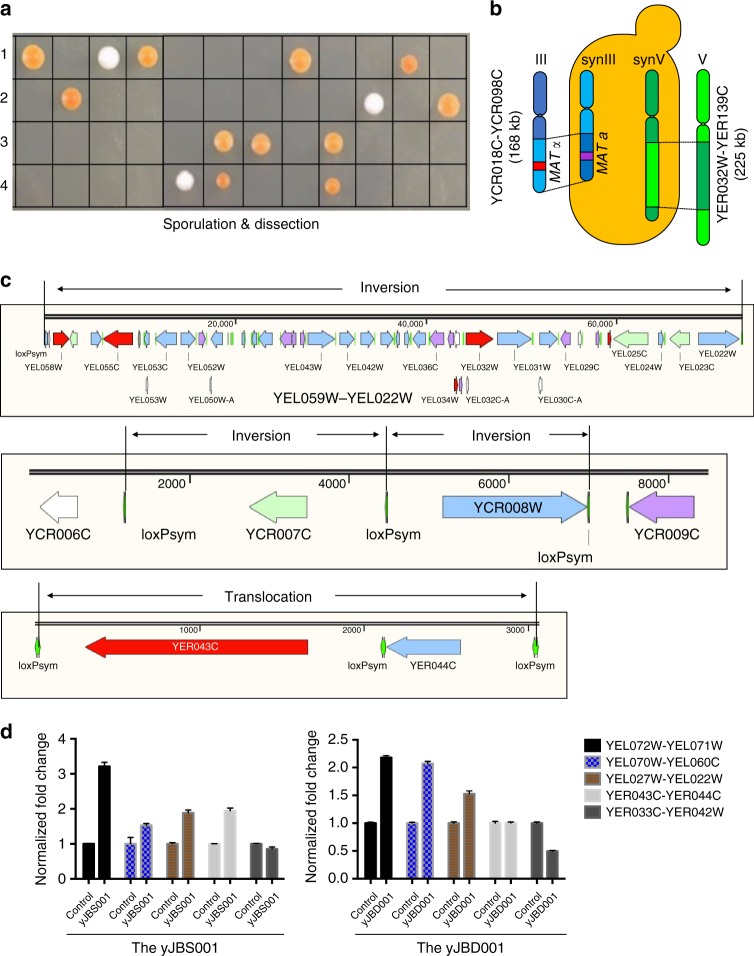
Sporulation and deep sequencing analysis. **a** The diploid yJBD001 was sporulated and dissected on permissive agar plates, and the resulting haploid spore clones were analyzed to identify the mating type. **b** The crossing-over of two larger chromosome fragments was observed in the haploid spore yJBS001. The synIII YCR018C-YCR098C segment (168 kb) was exchanged with the wtIII YCR018C-YCR098C, and the YER032W-YER139C of synV (225 kb) was exchanged with the YER032W-YER139C of V. **c** Three inversions were observed in the haploid spore yJBS001, including one inversion in synV (YEL059W-YEL022W) and two inversions (YCR007C and YCR008W) in synIII. A translocation of YER043C-YER044C was observed in synV. **d** The copy numbers (duplication and deletion) of five locations in the diploid yeast yJBD001 and its spore yJBS001 were verified by qPCR. Error bars represent SD from three independent experiments

To analyze the phenotype frequencies of spores, more tetrads were dissected on 60 agar plates (Supplementary Fig. 17). Darker-colored spores were screened from 46 (76.7%) of the total 60 plates, and the darker color phenotype ranged from 0 to 38.5% in a single plate. In summary, 86 red spores (11%), 256 white spores (33%), and 442 orange spores (56%) were observed from a total of 784 spores on the 60 plates, which was consistent with the law of linkage and crossing over. This result indicates that the sporulation and dissection of SCRaMbLEd diploid yeasts might be a productive approach to enhancing desired phenotypic traits.

### Multiplex SCRaMbLE Iterative Cycling

To rapidly and continuously generate chromosome diversity across a large population of cells, we developed MuSIC, which is used to iteratively accumulate multiple rearrangements through multiple cycles of SCRaMbLE (Fig. 5a). Through step-by-step screening accumulation, cells with improved production yields are grown to mid-log phase in SC-His liquid medium for the subsequent cycle. High-production diploid yeasts can be dissected to screen for high-production spores, which are capable of mating with other synthetic yeast haploids for the subsequent cycle of SCRaMbLE.

**Fig. 5:**
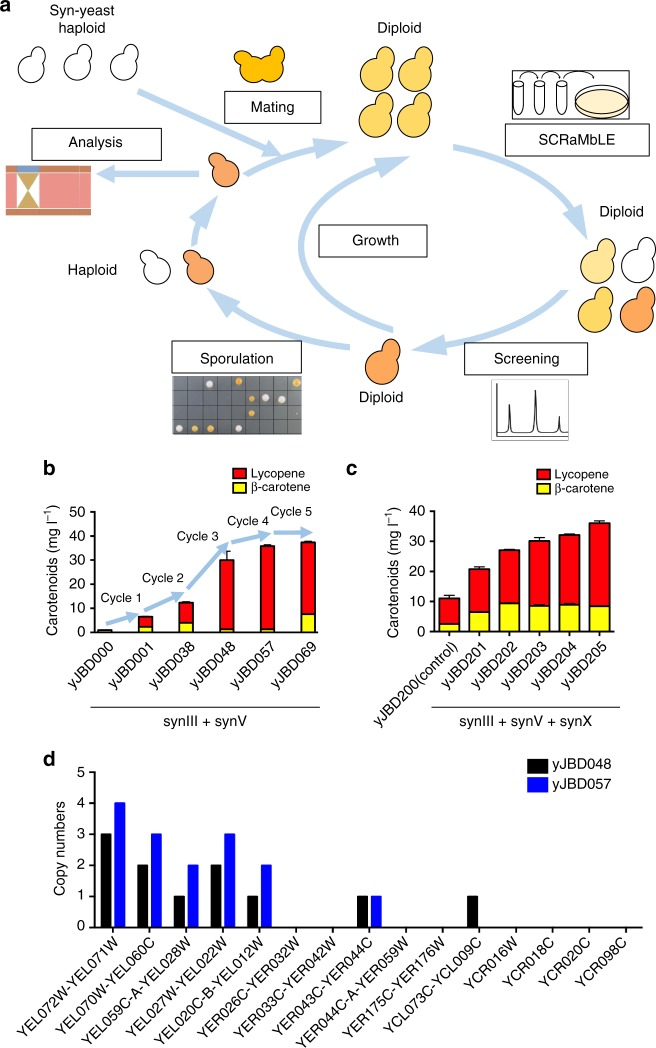
MuSIC strategy for rapid evolution. **a** MuSIC enables the generation of chromosome diversity across a large population of cells through the iterative SCRaMbLEing and screening of yeast. Based on step-by-step screening and accumulation analysis, cells with improved production are then recovered for the subsequent cycle. High-production diploids are dissected to screen for high-level production spores. The spores are capable of mating with other synthetic haploid yeast for subsequent cycles. **b** Five cycles of MuSIC to screen for high-production diploids. The yJBD001, yJBD038, yJBD048, yJBD057, and yJBD069 strains were generated by SCRaMbLEing the yJBD000, yJBD001, yJBD038, yJBD048, and yJBD057 strains, respectively. **c** Incorporation of multiple synthetic chromosomes for SCRaMbLE. The spore from dissection of yJBD001 was mated with synX yeast haploids for the subsequent cycle of SCRaMbLE. **d** Deep sequencing analysis of yJBD048 and yJBD057. Duplication of YEL014C-YEL013W was observed in synV of yJBD057. In **b**, **c**, error bars represent SD from three independent experiments

Key concerns for this process included the stability of the SCRaMbLE switch when cultured in different mediums as well as its scalability in long-term culture for high-throughput screening. To assay the potential leakiness of the pGAL1-Cre-EBD in media with different carbon sources, yJBD000 strains containing pCRE4 were cultured for 24 h in SC-His medium containing 2% glucose, sucrose, galactose, potassium acetate, ethanol, or glycerol, separately (Supplementary Fig. 18). White colonies were observed on the galactose medium plate, indicating that pGAL1-Cre-EBD was not appropriate for work related to galactose utilization. To assess the stability of our AND gate for long-term culture, yJBH000 cells bearing pCRE4 were first incubated in SC-His glucose medium for 48 generations and subsequently re-incubated in SGal-His medium containing estradiol to induce SCRaMbLE (Supplementary Fig. 19). We demonstrated that yJBH000 cells grown in the “switch-off” state of the AND gate did not display an obvious growth defect during 6 days of subculturing, whereas subsequent induction of the “switch-on” state of the AND gate resulted in a significant growth defect in yJBH000. This result proved the suitability of pCRE4 for long-term culture.

Second, to facilitate the visual screening process for strain populations with high carotenoid production, we incubated the SCRaMbLEd yeast plates at 30 °C, 33 °C, 35 °C, and 37 °C (Supplementary Fig. 20). Significant fading of colony color was observed at 37 °C. Incubation at 33 °C and 35 °C resulted in a slight shift from darker orange to yellow. This experiment demonstrated that incubation at high temperature can reduce the background color of a SCRaMbLEd population and facilitate visual screening for yeast that produce a higher yield of carotenoids^37,38^. Shi et al.^37^ demonstrated that low temperature was more appropriate for beta-carotene production in yeast, whereas high temperature decreased carotenoid synthesis in yeast. Moreover, high temperature affected the cellular metabolism network of yeast, which also decreased the carotenoid production.

As a proof of concept, yJBD001 (6.57 mg l^−1^ carotenoids) was used for iterative cycles of SCRaMbLE. As shown in Fig. 5b, yJBD001, yJBD038, yJBD048, yJBD057, and yJBD069 were generated by SCRaMbLEing yJBD000, yJBD001, yJBD038, yJBD048, and yJBD057, respectively. The carotenoid production levels of yJBD038, yJBD048, yJBD057 and yJBD069 were increased to 12.37 mg l^−1^ (12.8 × ), 29.98 mg l^−1^ (31.1 × ), 35.83 mg l^−1^ (37.2 × ), and 37.39 mg l^−1^ (38.8 × ), respectively, representing a significant fold change from the production of yJBD000. The phenotype frequencies of darker-color colonies appearing after cycle 2, cycle 3, cycle 4, and cycle 5 were 0.67%, 0.69%, 0.48%, and 0.63%, respectively (Supplementary Table 2). A larger increase in productivity occurred during the first four cycles and only a slight productivity increase in the last cycle, perhaps caused by reaching the maximum ability of SCRaMbLE to improve desired phenotypes or by a growth defect resulting from high carotenoid accumulation (Supplementary Fig. 21).

The mating type of synX yeast (*MAT a*) had been shifted to *MAT α*^39^. The new diploid yJBD200 containing synX, synIII, and synV was generated by mating yJBS001 and synX yeast. SCRaMbLEing yJBD200 can also generate high-carotenoid-production strains. As shown in Fig. 5c, compared with the carotenoid production level of yJBD200 (11.03 mg l^−1^), those of yJBD201, yJBD202, yJBD203, yJBD204, and yJBD205 were increased to 20.80, 27.06, 30.11, 32.11, and 36.03 mg l^−1^, respectively. This result suggests that incorporation of more synthetic chromosomes potentially increased the diversity of genome rearrangement and carotenoid-production yield.

In addition, we analyzed two high-carotenoid-production SCRaMbLEd diploids (yJBD048 and yJBD057). As shown in Fig. 5d, deep sequencing of the yJBD048 strain revealed two deletions in synV (*YER026C-TER059W* and *YER175C-YER176W*) and four deletions in synIII (*YCR016W*, *YCR018C*, *YCR020C*, and *YCR098C*) compared with yJBD001 (Supplementary Fig. 22). Deep sequencing of the yJBD057 strain revealed that yJBD057 had a much larger duplication (130 kb) from *YEL072W* to *YEL012W* and a larger deletion in synIII (*YCL073C-YCL009C*) than those in yJBD048 (Supplementary Fig. 23). To assay the chromosome stability, yJBD057 and yJBD000 strains were serially subcultured for 5 days and plated on Yeast Peptone Dextrose (YPD) agar (Supplementary Fig. 24). No white colonies were observed on yJBD000 plates, whereas white-colored colonies (0.68%) were observed on yJBD057 plates. PCRTag analysis was used to assay stability of the synV chromosome. As shown in Supplementary Fig. 24b, no additional losses were observed in yJBD000 and yJBD057 colonies, respectively. Deletions of *YEL072W-YEL060C* were observed in white colonies arising from yJBD057. As high-copy duplications of the *YEL072W-YEL060C* region were observed in yJBD057 (Supplementary Fig. 23), deletions of *YEL072W-YEL060C* may be caused by self-homologous recombination. It is concluded that the synthetic chromosomes were stable after 60 generations, and the inclusion of lox sites will not ruin strain stability. Two possible reasons exist. First, previous works have demonstrated the stability of synthetic chromosomes and have yet to detect spontaneous deletions mediated by loxPsym sites^4,5,7,8,11–13^. Second, because high-level carotenoids production in *S. cerevisiae* leads to membrane stress and is toxic for the producing cell^28,40^. Evolutionary pressure likely caused inactivation of the heterologous pathways in a few cells by spontaneous recombination or mutagenesis^41–43^. From these experiments, we found the deletion rate of the transplanted carotenoid pathway to be 0.68% after 60 generations.

## Discussion

Our AND gate enabling precise control of SCRaMbLE allows double regulation on both a transcriptional and a cellular localization level. High stability and reliability enable the iterative SCRaMbLEing of synthetic chromosomes without removing the *Cre* plasmid. It is noted that pCRE4 was observed to exhibit leakiness when strains were cultured in galactose medium (Supplementary Fig. 18), pGAL1-Cre-EBD is not suitable for galactose utilization studies. There are many novel inducible promoters in yeast^44,45^ that can be used to derive *Cre-EBD* expression. The AND gate strategy^46^ should be a good approach for decreasing leakiness in many different applications.

Our study indicates that SCRaMbLE can be used for the genome-wide mining of new knowledge. It is well known that the overexpression of rate-limiting enzymes in a pathway and repression of the competing pathway can effectively improve the supply of FPP^26,47,48^. However, our method can also involve global gene rearrangements, especially the deletion or duplication of genes outside the pathway. Our study proved that the *YEL013W* deletion can increase the improvement in carotenoid. *YEL013W* is a phosphorylated and palmitoylated vacuolar membrane protein; the vacuoles of *YEL013W* deletion cells are multilobular or even fragmented into small vesicles, and the cytoplasm-to-vacuole transport pathway is strongly impaired^49^. Deletion of *YEL013W* is indicated to affect the regulation of autophagy in yeast, which caused global transcription modification (Supplementary Fig. 10). 

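Transcription of autophagy genes was examined over the 37 genes whose symbol is ATG followed by a number. Their median log2 fold change in yJBH012 was -0.06 relative to all genes, with 17 higher and 20 lower. Singly, 26 of the 37 passed an adjusted p of 0.05 in the quasi-likelihood test with Benjamini-Hochberg adjustment, 11 higher and 15 lower, and the same 26 were counted when adjusted over the list alone. More than 2-fold higher were ATG39 at a log2 fold change of 2.07 and ATG10 at 1.37. More than 2-fold lower were ATG19 at -1.26, ATG33 at -1.10, ATG31 at -1.08 and ATG45 at -1.02. These 6 genes were singled out after their values were seen. As a list, the genes did not pass camera (Benjamini-Hochberg adjusted p = 0.701; 17 of 37 genes higher) or fry (adjusted p = 0.0904). The sign of the list's median rested on replicate 1 of yJBH000, without which it was 0.07. With total-count scaling, which lowers all genes, 10 of the 37 were higher and the relative median stayed at -0.06. RNA levels of these genes do not measure autophagy itself, which was not assayed here. In yJBH012 VAC8 and YEL014C are missing together, and transcriptomes of a strain that lacks only VAC8 were not analysed here.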

Upregulation of endogenous genes and pathways increased the carotenoid production (Supplementary Table 1). The *YEL014C* is a putative gene of unknown function, and the deletion of *YEL014C* has no significant effect on carotenoid production. *YER042W* is a methionine-S-sulfoxide reductase that participates in the response to oxidative stress and catalyzes the reduction of dimethyl sulfoxide to dimethyl sulfide in an NADPH-dependent manner^50^. The deletion of *YER042W* potentially affects the cellular cofactor balance and thus alters the carotene/lycopene ratio in high-production strains. It is noted that none of those genes were reported to affect the MVA pathway directly. Therefore, it provides a method to rapidly mine new knowledge. Moreover, in this study, 6.07% deletion (32,520 bp) of synV (536,024 bp) was observed in one cycle of SCRaMbLEing haploid yeast (Supplementary Fig. 11). Genome minimization is an attractive approach for investigating the core functions of life and for exploring whole-genome design^51,52^. Our SCRaMbLE platform might be used to simplify or even minimize the entire yeast genome rapidly.

In this manuscript, deep-sequencing analysis of the boundaries of the recombination events indicate that all rearrangements were precise recombinations at designed loxPsym sites (Supplementary Fig. 25). All nine genes of the MVA pathway were present in nonsynthetic chromosomes (Supplementary Table 3). Deep sequencing of the SCRaMbLEd yeast revealed that no single-nucleotide polymorphisms and no duplications were observed in any of the nine genes (Supplementary Fig. 26), and no ectopic recombinations were observed in the remaining nonsynthetic genome. These results are consistent with those of Shen et al.^6^. However, fewer recombination events occurred than those in Shen’s experiments^6^. Three possible reasons exist. First, the synIXR used by Shen is a circle bacterial artificial chromosome and replicates by rolling circle amplification, which might have generated more recombination events than the replication of the linear synthetic chromosome (synV) during SCRaMbLE. Second, synV contains 41 essential genes, whereas synIXR contains only 4 essential genes. Essential genes are more easily deleted from synV than from synIXR during SCRaMbLE, which decreased the high number of recombination events in synV. Finally, the synIXR SCRaMbLE colonies were selected for auxotrophies arising from loss of function of *LYS1* or *MET28* encoded in the synthetic region, whereas the SCRaMbLE strains in the manuscript were selected for high carotenoid production.

To increase the types and amounts of SCRaMbLE, this study developed diploid SCRaMbLE and proved it to be more effective than the use of haploid yeast to preserve SCRaMbLE diversity. SCRaMbLEing haploid cells results in a severe loss of viability^53^, which theoretically decreases the diversity of the resulting population. However, as heterozygous diploids have backup chromosomes to maintain the core functions of life, genotype diversity can be stably inherited. Therefore, large numbers of DNA rearrangements were observed in diploid SCRaMbLE, including the deletion of essential genes and duplications of larger numbers of essential and non-essential genes on the synthetic chromosomes. The sporulation and dissection of diploids might further promote genome rearrangement by crossing over. The crossing over (*YER032W-YER140W*) was not flanked by loxPsym sites, indicating that the crossing over is independent of the loxPsym sites. The combination of SCRaMbLE and crossing over can be used to generate more complicated genome rearrangements.

In this work, the *ctrE*, *crtI*, and *CrtYB* genes were amplified from the complementary DNA of *Xanthophyllomyces dendrorhous*. Verwaal et al.^28^ constructed an *S. cerevisiae* strain (YB/I/E + tHMG1 + I) capable of producing 5.9 mg g^−1^ dry cell weight (DCW) of β-carotene. The *GAL* regulatory system was used to drive the expression of YB/I/E + tHMG1 and achieved the production of 11 mg g^−1^ DCW of total carotenoids^54^. The carotenoid yield of the synIII + synV heterozygous diploid was increased from 0.22 mg g^−1^ DCW to 12.71 mg g^−1^ DCW after five cycles of MuSIC. The carotenoid pathway was increased to three copies in adjacent regions of synV in the high-production strains. The evolutionary genotypes indicate that increasing the heterologous carotenoid pathway expression is still important for improving carotenoid production. Many methods are available to increase the stability of heterologous carotenoid pathway expression. For example, inducible promoters with strong transcription ability can be used to increase the expression of carotenoid pathway^54–56^. Tuning antibiotic concentrations to increase the plasmid copy numbers can also result in high pathway expression^33^.

In addition, three synthetic chromosomes (synX + synIII + synV) can generate higher carotenoid production than two synthetic chromosomes (synIII + synV) in one cycle of SCRaMbLE. This result suggests that involving more synthetic chromosomes in SCRaMbLE will increase the rearrangement of potential target genes and thus optimize the compatibility between host cells and heterologous pathways. The integration of other synthetic chromosomes (synII, synVI, and synXII) or even all 16 synthetic chromosomes is anticipated to yield a powerful platform for generating thousands of combinations of DNA segment rearrangements through MuSIC. Deep sequencing and further study of the relationship between genotype and phenotype will help us to better understand the metabolic network and engineered yeast chassis for larger-scale industry applications. Although the example we used was the carotenoid pathway, many endogenous or exogenous pathways are associated with cognate biosensors^57–60^ and could be assessed using our MuSIC strategy by changing the targeting and screening design.

In summary, our AND gate enabling the precise control of SCRaMbLE provides new insights and solutions for increasing the productivity of cell factories and extending the limits of our biological knowledge.

## Methods

### Strains and media

Yeast strains are described in Supplementary Table 4. Plasmid cloning work and circuit construct characterization were all performed in *Escherichia coli* DH10B strains, which were cultured in LB (Luria–Bertani broth) media (10 g l^−1^ peptone, 5 g l^−1^ NaCl, 5 g l^−1^ yeast extract). *S. cerevisiae* strain BY4741 (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*) was used as the initial host for most DNA assembly and transformation in this study. Yeast strains were cultured in YPD medium (10 g l^−1^ yeast extract, 20 g l^−1^ peptone, and 20 g l^−1^ glucose), and SC-His (synthetic complete medium lacking histidine with 20 g l^−1^ glucose) and (synthetic media lacking histidine with 20 g l^−1^ galactose); β-Estradiol and l-canavanine were purchased from Sigma-Aldrich. SC-Canavanine plate (synthetic complete medium lacking arginine with 20 g l^−1^ glucose and 60 μg ml^−1^ l-canavanine) were used to select for pathway integration CAN1 locus. Presporulation medium (50 g l^−1^ glucose, 30 g l^−1^ Difco nutrient broth and 10 g l^−1^ Difco yeast extract), sporulation media (10 g l^−1^ potassium acetate, 0.05 g l^−1^ zinc acetate dehydrate, add uracil, histidine, leucine at 1 × concentrations), and 1 × stock solution of zymolyase (50 µg ml^−1^ in 1 M sorbitol) were prepared for sporulation and tetrad dissection.

### Plasmid circuits construction

Plasmids are described in Supplementary Table 5. All plasmids were constructed using standard molecular cloning techniques and Gibson assembly. All plasmid maps are shown in the Supporting Information. Restriction endonucleases, T4 DNA Ligase and Phusion PCR kits were used from New England BioLabs. PCRs were carried out with a ABI Thermal Cycler. Primers were synthesized by Genewiz. All plasmids were transformed into *E. coli* strain DH10B with standard protocols and isolated with TIANprep Mini Plasmid Kits. Plasmid constructs were verifed by restriction digests and sequencing by Genewiz. The CRE, CRE-EBD, and the CYC1t were PCR amplified from the pCRE1. The promoter ZEO1p and GAL1p were PCR amplified from genome of BY4741. ZEO1p-CRE-EBD-CYC1t and GAL1p-CRE-CYC1t and GAL1p-CRE-EBD-CYC1t were assembled into pRS413 linearized by SalI and BamHI through Gibson method^61^. The pRS416-carotenoid was constructed using yeast assemble method^62^. Specifically, The TEF1p, tTDH3p, tFBA1p, and the TDH2t were PCR amplified from genome of BY4741. The *crtE*, *crtI*, and *crtYB* were PCR amplified from the Registry of Standard Biological Parts (http://partsregistry.org). pRS416 was linearized by EcoRI digestion. After gel purification, all the eight DNA fragments were co-transformed into BY4741. Plasmids extracted from orange color colonies were transformed into DH10B.

### Yeast transformation and assembly

The protocol for yeast transformation is the LiAc/SS carrier method^63^. Yeast colonies were inoculated into 5 ml of YPD and grown overnight at 30 °C. Cultures were pelleted and washed twice with 0.1 M of LiAc solution. Four hundred and eighty microliters of 50% polyethylene glycol (PEG) with molecular weight 3350, 40 μl salmon sperm DNA (100 mg ml^−1^), 72 μl of LiAc solution (1 M) and plasmid (1 mg ml^−1^) were mixed. Then 100 μl cells was resuspended in LiAc/SS carrier DNA/PEG mixture. Samples were first incubated at 30 °C for 30 min and then heat-shocked for 15 min at 42 °C. After discarding the PEG mixture, pellets were resuspended in 400 μl dH_2_O and plated on selective medium agar plates. For yeast assembly, 200 ng of each gel purified fragments and the linearized vector were mixed together. Following transformation, yeast colonies were selected on synthetic medium lacking histidine (SC-His) agar plates for 3 days at 30 °C.

### Doubling time calculation

The strains were inoculated in SC-His medium overnight at 30 °C and 220 r.p.m. Cultures were back diluted to OD600 = 0.1 in appropriate media. Then, 200 μl of cell culture was transferred to a 96-well fluorescence plate and incubated at 30 °C and the optical density was read at 600 nm every 2 h. The DT was calculated using the formula:

$${{\mathrm{DT}} = {\mathrm{DurationTime}} \ast {\mathrm{log2}} \ast \left[ {{\mathrm{log}}\left( {{\mathrm{FinalConcentration}}} \right)\; - \;{\mathrm{log}}\left( {{\mathrm{InitialConcentration}}} \right)} \right]^{ - 1}}$$

where “log” is the base logarithm. The Initial Concentration point and the FinalConcentration point were chosen from the exponential growth phase. Online DT computation was performed at http://www.doubling-time.com/compute.php.

### Fluorescence assay

The cellular Cre-EBD-GFP expression level was quantitatively assayed. pCRE5 and pCRE6 were constructed by fusing GFPmut3b (488 nm excitation, 520 nm emission) to the Cre-EBD of pCRE1 and pCRE4, respectively. Fluorescence was measured using a flow cytometer after the incubation of cells in “switch-on” media for 8 h. Yeast cultures were diluted to an OD600 of 0.1 with phosphate-buffered saline. Fluorescence of 50,000 individual cells were analyzed with a FACSCalibur flow cytometer (BD Biosciences). Data were processed using CellQuest Pro software (BD Bioscience). The “switch-on” media for pCRE5 and pCRE6 were SC-His medium containing 1 µM estradiol and SGal-His medium containing 1 µM estradiol, respectively. The “initial state” and the “switch-off” medium were SC-His medium. The GFP fluorescence of the cells was imaged from the cell lawn using a fluorescence microscope (Olympus CX41, Tokyo, Japan). The scale bars represent 10 µm.

### Deletion of target genes

PCR protocol for PCR-mediated gene disruptions using primers in Supplementary Table 6. *His3* marker and *KanMX* can be amplified from the pRS413 and pFA6a-kanMX6 plasmids, respectively. This protocol usually results in amplification of only the specific product. Two hundred nanograms of gel-purified DNA fragment were directly transformed yeast.

### Screening of a random SCRaMbLE library

First, the carotenoid pathway was integrated into the chromosome synV. The parent synV strains were transformed using the tight switch pCRE4 and plated onto SC-His agar. The plates were incubated at 30 °C for 72 h. Second, single colonies were inoculated into 5 ml SC-His overnight. The cultures were washed twice with ddH_2_O and re-inoculated to obtain an OD600 of 1.0 in 2% galactose SGal-His medium containing 1 μM estradiol (Sigma-Aldrich). The cultures were incubated at 30 °C for 8 h to turn on Cre activity in the cells and begin the SCRaMbLE progress. Third, yeast cells were isolated from 1 ml of culture by spinning at 4000 × *g* in a centrifuge. The yeast pellet was washed twice with ddH_2_O and resuspended in 1 ml of SC-His glucose medium. Fourth, the SCRaMbLE library was plated on SC-His glucose agar and the strains incubated at 30 °C until clear differences in carotenoid pigmentation were observed (72–120 h). Fifth, colonies were selected from the agar plates. Colonies colored darker than the wild-type parent strain were inoculated into a 48-well plate on SC-His glucose medium and dropped on SC-His glucose agar plates at 30 °C for 48 h. Sixth, strains colored darker than the wild-type parent strain in the 48-well plate were prepared for fermentation. Three independent colonies of each were inoculated into 5 ml of YPD medium for 24 h, then re-inoculated to obtain an OD600 of 0.1 in 40 ml YPD with 40 g l^−1^ glucose medium in 250 ml flasks, which were then incubated for 60 h at 30 °C.

Carotenoids analysis. Caroteoids were extracted as described below. Cells collected from cultures were resuspended in 3 N HCl for boiling 2 min and cooled in an ice bath for 3 min. Then, cells debris were washed twice with water, resuspended in acetone containing 1% BHT (w v^−1^), vortexed until colorless, and followed by centrifugation. The acetone phase containing the extracted carotenoid was filtered for HPLC analysis. A HPLC system (Waters e2695) equipped with a BDS Hypersil C18 column (4.6 × 150 mm, 5 µm) and a UV/VIS detector (Waters 2489) was used to analyze the produced carotenoid. The signals of carotenoids and lycopene were detected at 450 and 470 nm, respectively. The mobile phase consisted of methanol-acetonitrile-dichloromethane (9:40:1 v v^−1^) with a flow rate of 0.3 ml min^−1^ at 30 °C.

### MuSIC experiments

For iterative evolution cycles of diploid (synIII and synV), the yJBD000 was first generated by mating synV haploid with synIII haploid. The yJBD001 was selected from SCRaMbLE library of yJBD000; the yJBD038 was selected from SCRaMbLE library of yJBD001; the yJBD048 was selected from SCRaMbLE library of yJBD038; the yJBD057 was selected from SCRaMbLE library of yJBD048, and the yJBD069 was selected from SCRaMbLE library of yJBD057.

For incorporation of new synthetic chromosomes, the spore yJBS001 was generated from dissection of yJBD001. The yJBD200 was generated by mating yJBS001 (synIII and synV) with synX haploid. The yJBD201, yJBD202, yJBD203, yJBD204, and yJBD205 were all selected from SCRaMbLE library of yJBD200.

### Quantitative real-time PCR

To assay copy numbers of duplications, yeast genomic DNA was used for qPCR analysis. The *ALG9* gene and the *YEL071W*, *CrtE*, *YEL022W*, *YER043C*, and *YER036C* genes were chosen as the reference gene and target genes, respectively. The copy numbers were quantified by comparing the Cq values of the target genes and the reference gene using the 2–ΔΔCt method^64^. Fast SYBR Green Master Mix (Applied Biosystems) was used for real-time PCR, and experiments were performed on the StepOnePlus Real-Time PCR System (Applied Biosystems). The oligonucleotide primers for qPCR are listed in Supplementary Table 6.

### Whole-genome sequencing and analysis

All the deletions/duplications observed in this study were list in Supplementary Table 7. Deep sequencing and long-read sequencing were performed at Beijing Novogene Bioinformatics Technology Co., Ltd. Long-read single-molecule, real-time (SMRT) sequencing technology from Pacific Biosciences (PacBio) was used to sequence yJBH001 and the yJBS001. Genomic DNA was extracted. The collected DNA was detected by agarose gel electrophoresis and quantified by Qubit. Libraries were prepared according to the manufacturer’s instructions for the PacBioz Template Prep Kit (Pacific Biosciences 10 kb template preparation protocol). The low-quality reads were filtered by SMRT 2.3.0^65,66^ and the filtered reads were assembled to generate one contig without gaps. Deep sequencing of all libraries was performed on the Illumina HiSeq 2000 platform. The original figure data obtained by high-throughput sequencing were stored in FASTQ (fq) format, including the sequencing information and the corresponding sequencing quality information of the reads. The sequenced data were filtered and the adapter sequence and low-quality data were removed, resulting in the clean data used for subsequent analysis. The read comparison was the basis of the resequencing analysis. The variation information on the sample and the reference was obtained by aligning the sample reads with the designated reference. The reads were mapped to the reference sequence using BWA software and the coverage of the reference sequence with respect to the reads and explanation of the alignment results were obtained using the SAMTOOLS software. Structural variation (SV) refers to the insertion, deletion, inversion, and translocation of large segments at the genome level. The insertion (INS), deletion (DEL), inversion (INV), intra-chromosomal translocation (ITX), and inter-chromosomal translocation (CTX) between the reference and the sample were found by the BreakDancer software.

### PCRTags analysis

Amplification of PCRTags was performed using 2 × EasyTaq PCR SuperMix (TRANSGEN BIOTECH), 400 nM each of forward and reverse primers (Supplementary Table 8), and genomic DNA in a 10 µl final reaction volume. PCR was performed as follows: 95 °C/1 min, 35 cycles of (95 °C/20 s, 64 °C/20 s/− 0.3 °C/cycle, 72 °C/30 s) and a final extension of 72 °C/5 min. Detection of PCRTags was performed by gel electrophoresis.

### Transcriptional analysis

Yeast cells (yJBH000 and yJBH012) were grown in YPD medium to an OD600 of ~ 3.0 (exponential phase). A 20 ml aliquot of the yeast culture was centrifuged at 8000 × *g* for 2 min at room temperature. After removal of the supernatant, the cell pellets were frozen with liquid nitrogen, and then RNA was extracted using the QIAGEN RNeasy Mini kit. RNA sequencing was carried out by Beijing Novogene Bioinformatics Technology Co., Ltd (China). KOBAS software was used to test the statistical enrichment of differential expression genes in KEGG Pathways^67,68^. Triplicate samples were used for transcriptional analysis.

### Sporulation and tetrad dissection

Fresh diploid colonies were inoculated in to 5 ml of YPD media and grown overnight at 30 °C. A fresh 5 ml of presporulation medium was then inoculated to an OD of 1 and grown for 4–5 h at 30 °C. The entire culture was then washed twice in 10 ml of water and inoculated into 2 ml of sporulation media^36^. Finally, cells were added to a final optical density of 1.0 OD and incubated at 25 °C for 3–10 days or until spores were visible. Sporulated cells were suspended in 50 µl of a 1 × stock solution of zymolyase and incubated at 30 °C for 5 min, then transferred to ice and diluted with 150 µl of cold H_2_O. Tetrads were dissected using a SporePlay tetrad dissection microscope (Singer Instruments) and isolated spores were grown on YPD plates.

### Statistics

No statistical methods were used to predetermine sample sizes. The carotenoids pathway SCRaMbLEd yeast colonies were picked by different colony colors, which were pre-established. Data collection and analysis were not randomized nor performed blind to the conditions of the experiments. No data points were excluded. The data are presented as mean ± SD and statistical differences were determined using unpaired *t*-test. Statistical significance was set as *P < 0.05 and **P < 0.001. The GraphPad Prism 6 was used for the statistical analyses.

### Data availability

The data that support the findings of this study are available from the corresponding author on request. Transcriptomes data have been submitted to Gene Expression Omnibus under accession number GSE108580. Whole-genome sequencing is available at Genome Sequence Archive (GSA) in BIG Data Center (http://bigd.big.ac.cn/) under accession code CRA000723.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

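Total RNA of yJBH000 and yJBH012 was sequenced from 3 cultures of each strain, 6 libraries in all. The authors counted the reads on each gene and deposited these counts without normalization, and they also deposited FPKM values computed from the same counts. Dividing a count by its FPKM and the library total gave one gene length in all libraries with counts for 6192 of 6192 genes, and in 99.9% of genes this length was the exon length of the R64 annotation. The paper's text names the sequencing provider and the KOBAS software, but not the aligner, the counting program, the genome build, the use of strand or a p-value limit for differential expression. Genes are listed by NCBI identifiers. Of 6442 identifiers, 6436 were matched to the R64 gene table, which was used for names and gene order only, and no coordinates are given. The 6 unmatched identifiers, 3 of them named as unannotated transcripts, took at most 0.012% of the counts of any library and stayed in the tests. Ribosomal RNA genes took at most 0.0085%.

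The groups are labelled H0 and S3 and were assigned to yJBH000 and yJBH012 because the paper's text describes the transcriptomes of no other strain. Loss of VAC8 and YEL014C in the S3 libraries is what the paper gives for yJBH012. No library pair was a duplicate. Between replicates of a strain, chi-square per degree of freedom over genes ran from 7.21 to 86.5, and was largest for the pairs that include replicate 1 of yJBH000. The libraries of yJBH012 were smaller than those of yJBH000, and their total counts limit genes with few reads. A count of 3 was used as the limit that a count of 0 allows, and a fold change against a strain at or under it is given as a lower bound. Reads carry no molecular identifiers, so these limits cover counting error only.

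Counts were analysed with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment over 5904 genes) without a replicate block, since the methods name no pairing. Log2 CPM values used a prior count of 2. A gene was called at an adjusted p under 0.05, alone or with a log2 fold change beyond 1. Standard errors of log2 fold changes were derived from the same model. The 12 gene lists were written in advance and tested with camera of limma 3.58.1 at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists. They are the 8 glycolysis genes the paper names, 23 glycolysis and ethanol pathway enzymes, 9 mevalonate pathway genes, 3 fatty acid synthesis genes, 37 autophagy genes, 138 cytosolic and 56 mitochondrial ribosomal protein genes, 24 general stress genes, 17 post-diauxic genes, 15 ergosterol genes after farnesyl pyrophosphate, and 7 a-specific and 4 alpha-specific mating genes. A list's median is given relative to that of all genes. Random lists matched on mean expression (10000 per list) replaced each member by a gene of similar mean log2 CPM outside the list. In a first version members of the list itself could be drawn, and they were excluded after its result had been seen. Chromosome medians were tested by permuting genes across chromosomes with 100000 resamples. Similar genes were looked for by aligning each named gene to all genes with BLAST 2.17.0.

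Genes are named by a rule set in advance. It takes every gene the paper names for its transcriptome, pathway figure or deletions, the members of the mating lists, the marker genes, and the 5 largest increases and decreases among genes with an adjusted p under 0.05, a mean log2 CPM of at least 4 and no overlap between strains. Other genes are named as chosen after their values were seen. The alternatives were other normalization factors (DESeq2's size factors, upper quartile, total count), leaving out the 20 genes with the most counts, the DESeq2 1.42.0 Wald test, limma-voom, other filters on low counts (none, at least 10 counts in every library, a mean of at least 100), limma on log2(FPKM + 1) and log2(FPKM + 0.1), a replicate block, removal of trends with gene length or GC content (loess span 0.4), glmTreat against a fold change of 2, an adjusted p under 0.01, the ratio of mean FPKM, fry, an estimated correlation, and each library left out in turn.

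The procedure was tested on simulated data made from the real means and library sizes. With 200 changed genes of 5891, 100% were recovered with 8 false calls (3.85% of calls), and unchanged data gave 0 calls. The changed genes were all well counted and moved by more than 2-fold in either direction, without an outlying replicate. In the real data 70.5% of the tested genes differed. The simulation therefore does not test small changes, an outlying replicate or the choice of scaling when most genes differ. On simulated chromosomes the permutation test called 0 with no difference and 1 when 1 chromosome was raised. The KEGG enrichment of Supplementary Table 1 was not repeated, since pathway annotations were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for input checks, permutations and figures.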

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

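The tests of explanations in this part were all chosen only after the results were seen. The ribosomal protein and general stress lists and their camera tests were set in advance.

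Cytosolic ribosomal protein genes, which the paper does not discuss, were higher in yJBH012, with a median log2 fold change of 1.22 relative to all genes. Of 138 genes, 136 were higher (135 with total-count scaling) and 102 of these by more than 2-fold with an adjusted p under 0.05 (quasi-likelihood test, Benjamini-Hochberg adjustment). The exceptions were RPL14B and RPP1, the latter a ribonuclease P subunit that entered the list by its symbol, and both were singled out after their values were seen. Camera gave an adjusted p of 1.16e-26 and fry 5.91e-04, while an estimated correlation gave 0.720, and over all alternatives the adjusted p ran from 5.20e-44 to 0.720 (Benjamini-Hochberg adjustment in each). The tables argue against several technical causes as the whole explanation. With total-count scaling the list's median was 0.87. After removal of the trend with gene length it was 1.33 relative to all genes, and after removal of the trend with GC content 1.21. The 20 genes with no duplicate by symbol, RPP1 among them, had a median of 1.46, and 19 were higher. Whether their reads could be shared with similar sequences was not checked. Among 10000 random lists matched on mean expression the highest median was 0.57. An earlier stage of growth at harvest would lower the general stress genes, and 24 of 24 were higher. A difference between the strains in growth or in ribosome synthesis remains a hypothesis that the libraries do not test, and sequencing batches are not given in the labels.

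General stress genes were higher as well, with a median of 1.27 relative to all genes. All 24 genes were higher with TMM factors and 22 with total-count scaling, and 19 had an adjusted p under 0.05 (quasi-likelihood test, Benjamini-Hochberg adjustment). For the list, camera gave an adjusted p of 7.92e-05, fry 0.0197 and the estimated correlation 0.898, within a range of 1.23e-08 to 0.898 over all alternatives (Benjamini-Hochberg adjustment in each). Without replicate 1 of yJBH000, which stood closer to yJBH012 for these genes, the relative median was 1.62. Scaling by total count left a median of 0.92, and the relative median was 1.24 without the trend with gene length and 1.28 without the trend with GC content, so none of these accounts for the whole difference. A later stage of growth would lower the ribosomal protein genes, of which 136 were higher. The joint rise is not what either shift in harvest time alone predicts. A mixed cause, such as a stress acting on growing cells, may underlie it and was not tested.

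CAN1 is the locus at which the carotenoid pathway was integrated, yet it was counted at 86.0 ± 2.74 CPM in yJBH000 and 115 ± 4.60 CPM in yJBH012 (SD, n = 3 each), with 1813 to 2423 counts per library. Its FPKM of 54.5 in yJBH000 and 58.0 in yJBH012 lay near the median gene, at 53.7 and 43.4. The higher CPM in yJBH012 depends on scaling, since its log2 fold change was 0.42 with TMM factors and 0.09, no longer past the test, with total-count scaling. By their VAC8 counts, at most 0.198% of the cells in the yJBH012 cultures could carry VAC8, while CAN1 stood no lower there than in yJBH000, which argues against such cells as the source of the CAN1 counts in yJBH012. In yJBH000, where every cell carries VAC8, no limit on mixed-in cells follows from it. The most abundant related gene, LYP1, shares 73.9% of its aligned sequence and had a log2 fold change of 0.86. The difference of -0.44 between CAN1 and LYP1 (standard error 0.083) argues against LYP1 reads as the source, and ALP1 had only 6.48% of the counts of CAN1. The comparison was first made on ratios of counts, which left it undecided, and was changed to log2 fold changes after that result was seen. Transcription of a remaining part of CAN1 and of the whole gene cannot be told apart, because the files give one count per gene and not where the reads lie, so the 86.0 CPM fit both.

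RMD6 (YEL072W) and DLD3 (YEL071W), neighbours near the left end of chromosome V in R64, were both lower in yJBH012, with log2 fold changes of -4.01 (standard error 0.25) and -3.84 (standard error 0.12). RMD6 had 157 to 191 counts in yJBH000 and 5 to 9 in yJBH012, and DLD3 had 18098 to 23951 and 876 to 1072. The paper reports this segment as multiplied in other strains, yJBD001 and yJBS001, and lists no change of it in yJBH012. No similar gene was found for either. Loss from every cell is excluded by DLD3, whose lowest count in yJBH012 was 876, where the deleted VAC8 had at most 1. Loss from part of the cells would lower both by one factor. The log2 fold changes differed by -0.18 (standard error 0.277), so such a loss and lower transcription of both genes cannot be told apart from RNA alone, with only this pair of genes and 5 to 9 counts for RMD6. The next gene, DSF1 (YEL070W), was added after its counts were seen. Its mean FPKM was 5.12 in yJBH000 and 2.07 in yJBH012. It shares 98.9% of its aligned sequence with MAN2, whose reads it could include, so it does not decide the question. A permutation test of neighbouring pairs was also run and is not reported, because its limit had been picked after the pair was seen.

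DLD3 is a target of the retrograde response, by which cells answer mitochondrial dysfunction, and a weaker response may lower it. Other listed targets were CIT2 at -1.53, ACO1 at -0.65, CIT1 at -0.39, IDH1 at -0.35 and IDH2 at -0.15, the last not past the quasi-likelihood test. With total-count scaling and in every FPKM setting, which lower all genes, IDH2 passed at -0.49. CIT1 lost its call without any single yJBH012 library (-0.39, -0.38 and -0.38 without replicates 1, 2 and 3), and IDH1 without replicate 1 (-0.30) or 2 (-0.34) of yJBH012. PYC1, at -2.51, was left out of this list only after it had been seen to be low. Of 10000 random lists matched on mean expression, 495 had a median as low as these 5 genes (one-sided), so a weaker retrograde response and an unrelated decrease of DLD3 cannot be told apart with a list of this size. A first run, with PYC1 in the list, left fewer random lists as low, and both the list and the limit for the decision were set after that run.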

How the results depend on the processing

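All alternatives were set in advance, apart from the removal of trends with gene length or GC content from the ribosomal protein and stress lists, which was chosen after their values were seen. For single genes, 56 of 74 log2 fold changes kept their direction and their side of an adjusted p of 0.05 in all alternatives. Of 1684 comparisons, 39 were weaker, 12 stronger and 24 reversed, and the 11 genes the paper names as upregulated are among those with no such change. For the remaining 24 results, 281 of 332 comparisons were the same.

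With total-count scaling the median log2 fold change of all genes was -0.35 against -0.01 with TMM factors, and it was -0.30 with log2(FPKM + 1), -0.33 with log2(FPKM + 0.1) and -0.33 with log2(FPKM + 1) limited to a mean FPKM of at least 1. With total-count scaling 390 genes were higher and 741 lower beyond a log2 fold change of 1 with an adjusted p under 0.05, 394 and 749 by fold change alone, and 1144 and 3401 at any fold change. In the same order the counts were 411 and 685, 415 and 688, and 1192 and 3394 with log2(FPKM + 1). With the limit on mean FPKM they were 400 and 684, 403 and 687, and 1176 and 3381. With log2(FPKM + 0.1) the lower genes numbered 747, or 793 by fold change alone, and at any fold change 1191 were higher and 3387 lower. Relative to the shifted median, 635 genes were higher and 286 lower by total count and 632 and 263 with log2(FPKM + 1), against 638 and 285 with TMM factors, so the shift accounts for the changed split. Of the 924 genes called with TMM factors, 684 were also called with total-count scaling. By the ratio of mean FPKM 804 genes were lower. A test against a 2-fold change (glmTreat), which by construction asks for more than the limit itself, left 378 higher and 141 lower genes. Leaving out each library in turn gave 633 to 655 higher and 281 to 309 lower genes with both limits, and 1853 to 2270 and 1907 to 2360 at any fold change.

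Among the lists, a correlation estimated from the libraries raised the adjusted p (Benjamini-Hochberg) to 0.288 for the 8 named glycolysis genes (relative median 1.55, 8 of 8 higher), 0.310 for the 23 enzymes (1.01, 22 of 23 higher), 0.720 for the ribosomal proteins (1.22, 136 of 138 higher) and 0.898 for the stress genes (1.27, 24 of 24 higher). Fry brought 3 more lists under 0.05, the fatty acid genes (1.17), the post-diauxic genes (-0.26) and the ergosterol genes (0.47). The fatty acid list also passed with total-count scaling (1.17), with log2(FPKM + 1) (1.11) and without replicate 3 of yJBH000 (1.21), within a range of 1.12 to 1.21 over the 6 fits that each left out 1 library. The mitochondrial ribosomal list turned from 0.03 to -0.0060 with log2(FPKM + 1). Leaving out libraries, the autophagy list ranged from -0.15 to 0.068, the latter without replicate 1 of yJBH000, and the alpha-specific list from -0.33 to 0.10, above 0 without replicate 3 of yJBH000 (0.10), replicate 1 (0.08) or replicate 3 (0.03) of yJBH012. The cause was not tested.

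Single genes that reversed had small changes. ERG8 was -0.22 with total-count scaling and with each of the 3 FPKM settings, and had an adjusted p under 0.05 as lower in each. STE3 was -0.063 with total counts, -0.064 with log2(FPKM + 0.1) and -0.056 in the other FPKM settings. LEU2 was -0.24 with total-count scaling and log2(FPKM + 0.1), and -0.23 in the other FPKM settings. It also had an adjusted p under 0.05 as lower in each of these. ASG7 was -0.29 with total counts, -0.28 with log2(FPKM + 0.1), and -0.26 with log2(FPKM + 1) with or without the limit. It ranged from -0.026 to 0.20 with libraries left out. MF(ALPHA)1 was -0.18 with total counts, -0.12 with log2(FPKM + 1) and -0.27 with log2(FPKM + 0.1), and ranged from -0.61 to 0.55 with libraries left out, on at most 17 counts. The downward shift of all genes under these scalings is larger than each of these changes with TMM factors. The cause was not tested for the fits that left out a library.

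The lowest correlation within a strain moved to 0.981 over genes with a mean of at least 100 counts, and the highest between strains to 0.895 there and to 0.942 with log2(FPKM + 1). Chromosomes I, V and VI are given singly because of their medians in a first look. The number of chromosomes whose median differed from that of all genes was 2, and became 6 with a mean of at least 100 counts and 0 with log2(FPKM + 1). It ranged from 1 to 2 with libraries left out, the 1 without replicate 1 of yJBH012. Chromosome V passed the test at 0.12 with a mean of at least 100 counts. Chromosomes I and VI no longer passed with log2(FPKM + 1), at -0.17 and -0.18. Chromosome I ranged from -0.25 to -0.20 with libraries left out and failed without replicate 1 of yJBH000 (-0.20) or replicate 1 of yJBH012 (-0.21). The cause was not tested.

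The replicate numbers do not pair the libraries. Libraries with the same number deviated from their strain means with correlations of -0.01, 0.08 and 0.08. With the replicate block 635 genes were higher and 290 lower, 916 of them shared with the fit without it. Leaving out the 20 genes with the most counts gives no value for CDC19, ENO1, ENO2, FBA1, PDC1, PGK1, PMA1, TDH2 and TDH3, and MF(ALPHA)1, RMD6, YEL014C, VAC8 and ATG10 fall out under some filters on low counts. RMD6, with 5 to 9 counts in yJBH012, ranged from -4.35 to -3.85 with libraries left out. Its -2.91 with log2(FPKM + 1) follows from the added 1, since its mean FPKM in yJBH012 was 0.50.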

Differences from the paper's values

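The paper reports 589 upregulated and 236 downregulated genes at a log2 fold change beyond 1, and 637 and 302 were found here by fold change alone, each within 1.5 times the paper's number. Of the 24 alternatives, 0 took the higher genes beyond 1.5 times of the paper's 589, and 6 did so for the lower genes against its 236. The settings nearest to the paper's numbers were at least 10 counts in every library for the higher genes (587) and a mean of at least 100 counts for the lower genes (232). With an adjusted p under 0.05 in addition, the counts were 630 and 294 and the nearest settings were upper quartile factors for the higher genes (590) and a mean of at least 100 counts for the lower genes (230). None of these counts equals the paper's. With that limit 2 of 25 alternatives for the higher and 5 of 25 for the lower genes lay beyond 1.5 times. All 11 genes that the paper names as upregulated were higher here.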

Other observations

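In this part, the splits of the libraries and the comparison of the glycolysis enzymes with random lists were set before the values were seen, and the tests of the scaling of the glycolysis list and of the genes around the deletion were chosen only after.

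The 6 libraries can be divided into 3 and 3 in 10 ways. For the genes beyond a 2-fold change with an adjusted p under 0.05, 1 of the 10 splits, the real one, gave as many, and for the genes at any fold change again 1 of 10. The other splits gave 0 such genes, with 7 to 78 genes at an unadjusted p under 0.05 against 4324 for the real split. In each of them both groups held libraries of both strains. The strain difference therefore added to the spread within groups, which made such calls unlikely. For the lists that passed camera, 9 of the 10 splits gave at least the 4 lists of the real split, and up to 9 lists, so the number of lists does not set the strains apart. Part of the strain difference also remained between the groups of the other splits, so they do not show how many lists chance alone gives. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone.

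The rise of the glycolysis enzymes is not explained by scaling alone, since their median was 0.67 with total-count scaling. Of 10000 random lists matched on mean expression, 742 had a median as high. These lists left out only the enzymes themselves and could draw the ribosomal protein genes, of which 136 of 138 were higher. Random lists matched to the ribosomal protein genes, which left those genes out, centred on 0.18. The comparison of the enzymes therefore cannot tell a shift of highly expressed genes in general from a rise of such groups. This comparison was planned, but after a first run the members of the list were excluded from the draw, which lowered the number of lists as high, and the number of such lists replaced the highest random median as the value reported. For the 8 genes named by the paper, which lay 1.55 above all genes (camera, Benjamini-Hochberg adjusted p = 1.31e-04, and 3.52e-05 with fry; 8 of 8 genes higher), 63 of 10000 lists were as high. That list was picked by the study from the same libraries and shares its genes with the 23 enzymes.

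Of the lists with no value above, the mitochondrial ribosomal protein genes lay at 0.03 relative to all genes (29 of 56 higher), the post-diauxic genes at -0.26 (6 of 17 higher) and the ergosterol genes after farnesyl pyrophosphate at 0.47 (10 of 15 higher), and none passed camera (Benjamini-Hochberg adjusted p = 0.997, 0.156 and 0.111). The a-specific genes lay at -0.10 and the alpha-specific genes at -0.03, medians over genes that went both ways. Among the a-specific genes MFA1 (1.01) and MFA2 (0.98) were higher and AGA2 (-0.58), BAR1 (-0.53) and STE6 (-0.33) lower, all past the quasi-likelihood test, and among the alpha-specific genes only SAG1 (-0.24) passed it, but not without replicate 1 (-0.18) or replicate 3 (-0.22) of yJBH012. With total-count scaling, which lowers all genes, STE2 (-0.44) and MF(ALPHA)2 (-0.57) passed as well, and both also did so in every FPKM setting. These medians decide nothing about mating type.

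Replicate 1 of yJBH000 differed from replicates 2 and 3 in the genes that respond to growth, and in other lists. Its stress genes were higher by a median log2 difference of 0.85 (24 of 24 genes), its post-diauxic genes by 0.38 (15 of 17) and its autophagy genes by 0.26 (31 of 37), while its ribosomal protein genes were lower by a median of -0.29 (1 of 138 higher). The fatty acid, ergosterol and mevalonate lists were lower as well, by medians of -0.38 (0 of 3 genes higher), -0.23 (1 of 15) and -0.20 (1 of 9). The 23 glycolysis enzymes had a median of -0.20 (8 of 23 higher), and all genes one of -0.01. These are differences between single libraries of one strain, and no explanation of them was tested.

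Along the genome, the median log2 fold change relative to all genes was -0.26 on chromosome I and -0.29 on chromosome VI (permutation test across genes, which are not replicates, two-sided; Benjamini-Hochberg adjusted p = 0.00960 and 3.2e-04), and 0.09 on chromosome V (adjusted p = 0.105). With log2(FPKM + 1) neither chromosome passed.

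GTT3 and PMP2, on the left of the deleted segment, had log2 fold changes of 2.07 and 1.81. NPP2 and EDC3 lie between them and the deletion and changed less, by -0.14 and 0.58. On the right, among the nearest 5 genes, GLC3 changed more (2.89) and YEL008W was lower (-1.70). GTT3, PMP2, GLC3 and YEL008W were singled out after their values were seen. PMP2 shares 92.3% of its aligned sequence with PMP1, so its counts could include reads of PMP1. A position effect of the deletion may be considered. For the other 8 genes among the 5 on each side, the mean absolute log2 fold change was 0.82, and 12.9% of 5712 windows of neighbouring genes had a mean as large. A position effect limited to GTT3 and PMP2 and a change unrelated to the deletion cannot be told apart, since these genes prompted the question and no other deletion was sequenced here. The window test was first run with GTT3 and PMP2 included and was run again without them for that reason, and the first run gave a smaller share of windows.

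HXT7 rose by a log2 fold change of 3.94 beside HXT6, with which it shares 99.8% of its sequence, and PMA1 by 3.00 beside PMA2. HXT7 and PMA1 were named after their values were seen, and how their reads were divided from those of HXT6 and PMA2 is not known.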
